# Epigenetics of gene expression in human hepatoma cells: expression profiling the response to inhibition of DNA methylation and histone deacetylation

**DOI:** 10.1186/1471-2164-7-181

**Published:** 2006-07-19

**Authors:** Luke O Dannenberg, Howard J Edenberg

## Abstract

**Background:**

DNA methylation and histone deacetylation are epigenetic mechanisms that play major roles in eukaryotic gene regulation. We hypothesize that many genes in the human hepatoma cell line HepG2 are regulated by DNA methylation and histone deacetylation. Treatment with 5-aza-2'-deoxycytidine (5-aza-dC) to inhibit DNA methylation with and/or Trichostatin A (TSA) to inhibit histone deacetylation should allow us to identify genes that are regulated epigenetically in hepatoma cells.

**Results:**

5-aza-dC had a much larger effect on gene expression in HepG2 cells than did TSA, as measured using Affymetrix^® ^HG-U133 Plus 2.0 microarrays. The expression of 1504 probe sets was affected by 5-aza-dC (at p < 0.01), 535 probe sets by TSA, and 1929 probe sets by the combination of 5-aza-dC and TSA. 5-aza-dC treatment turned on the expression of 211 probe sets that were not detectably expressed in its absence. Expression of imprinted genes regulated by DNA methylation, such as *H19 *and *NNAT*, was turned on or greatly increased in response to 5-aza-dC. Genes involved in liver processes such as xenobiotic metabolism (*CYP3A4*, *CYP3A5*, and *CYP3A7*) and steroid biosynthesis (*CYP17A1 *and *CYP19A1*), and genes encoding CCAAT element-binding proteins (C/EBPα, C/EBPβ, and C/EBPγ) were affected by 5-aza-dC or the combination. Many of the genes that fall within these groups are also expressed in the developing fetal liver and adult liver. Quantitative real-time RT-PCR assays confirmed selected gene expression changes seen in microarray analyses.

**Conclusion:**

Epigenetics play a role in regulating the expression of several genes involved in essential liver processes such as xenobiotic metabolism and steroid biosynthesis in HepG2 cells. Many genes whose expression is normally silenced in these hepatoma cells were re-expressed by 5-aza-dC treatment. DNA methylation may be a factor in restricting the expression of fetal genes during liver development and in shutting down expression in hepatoma cells.

## Background

DNA methylation at the C5 position of a cytosine within a CpG dinucleotide is a primary mechanism in gene silencing [1]. Approximately 60% to 90% of the CpG dinucleotides in the genome of a vertebrate are methylated [2,3]. 5-aza-2-deoxycytidine (5-aza-dC) exerts its demethylating function by sequestering DNA methyltransferase 1 (DNMT1) to 5-aza-dC-substituted DNA via the irreversible binding of the cysteine in the catalytic domain of DNMT1 to the 6 position of the cytidine ring (4,5). This decreases the cellular concentration of DNMT1, which leads to genomic DNA demethylation in the course of successive cell divisions [6-8]. 5-aza-dC has been shown to reactivate silenced genes *in vitro *[9,10].

Regulation of gene expression in eukaryotes also involves the acetylation and deacetylation of histones, followed by chromatin remodeling [11-14]. Histones H3 and H4 are acetylated on the ε-amino groups of lysines to a greater extent than H2A or H2B [15]. Histone acetylation increases the accessibility of nucleosomal DNA to transcription factors and other regulatory molecules [16,17]. Turnover of the acetyl groups on histone molecules occurs very rapidly in cells [18,19] and the level of acetylation is controlled by an equilibrium of histone acetyltransferase and histone deacetylase (HDAC) activities [20-23]. Trichostatin A (TSA) is a reversible inhibitor of HDAC *in vitro *and *in vivo*, active at nanomolar concentrations, that causes a marked increase in histone acetylation [24].

DNA methylation and histone deacetylation can be mechanistically linked in gene silencing [25]. For example, the silenced rRNA genes can be re-expressed after either 5-aza-dC or TSA treatments [26-29] but treatment with both drugs together does not result in additional re-expression, suggesting that DNA methylation and histone deacetylation cooperate to silence rRNA gene expression [26]. Microarray analyses using human colorectal cancer cells showed that HDAC inhibitors alone could re-express some genes, but not genes that contain hypermethylated CpG islands; genes with hypermethylated CpG islands were only re-expressed after 5-aza-dC treatment [30]. 5-aza-dC and TSA have been shown to act in a synergistic fashion to re-express silenced genes in colorectal carcinoma cells [31,32].

The human hepatocellular carcinoma cell line HepG2 [33] synthesizes and secretes many of the major human plasma proteins, such as fibrinogen, plasminogen, and α2-macroglobulin [34]. These cells exhibit many cellular features of normal human hepatocytes [35] but also display characteristics resembling those of a fetal hepatocyte, because albumin and α-fetoprotein are both expressed; adult hepatocytes exclusively express albumin [36]. HepG2 cells also fail to express many of the hepatocyte-specific metabolic enzymes that characterize the neonatal and adult liver [34,37]. These cells express very low levels of the alcohol dehydrogenase 1B (*ADH1B*) and *ADH1C *genes, both of which are regulated by epigenetic mechanisms in HepG2 cells [38].

We were interested in determining what genes are regulated by DNA methylation and histone deacetylation in HepG2 cells. Affymetrix^® ^HG-U133 Plus 2.0 microarrays were used to measure the expression of approximately 54,000 transcripts in the presence and absence of 5-aza-dC and/or TSA. We report that the expression of many genes was altered upon 5-aza-dC treatment, and many fewer with TSA treatment. Groups of genes involved in xenobiotic metabolism, steroid biosynthesis, and CCAAT element binding were affected by 5-aza-dC (some exclusively with 5-aza-dC and TSA). Most of these genes are also expressed in the fetal and adult liver.

## Results

### Global gene expression in treated HepG2 cells

We treated HepG2 cells with 5-aza-dC to inhibit DNA methylation, TSA to inhibit histone deacetylation, or the combination of both 5-aza-dC and TSA, and measured changes in gene expression using Affymetrix^® ^HG-U133 Plus 2.0 microarrays. 

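HepG2 cells, a human hepatoma line, were compared in 4 conditions: untreated, 5-aza-dC (2.5 μM for 4 days), TSA (500 nM for the last 24 h) and both drugs. Each condition has 4 arrays, each from RNA of its own dish. The paper gives DMSO for the untreated dishes, while the deposited sample labels state no treatment. The deposited values are MAS5 signals on a linear scale for 54675 probe sets on 16 arrays, scaled by the authors to a trimmed mean of 1000 per array. Median signals of the arrays lie between 262 and 295, and 39.5% to 41.5% of probe sets reach a signal of 426 on each array. Detection calls are not part of the deposited values. This signal of 426 therefore serves as a floor in place of Absent and Present calls.

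The 25463 probe sets with the highest signals in at least 2 arrays of a condition were analyzed, a number inferred from Table 1. Log2 signals of all 16 arrays were fitted with limma. A probe set is said to have risen or fallen when its adjusted p (Benjamini and Hochberg) is under 0.05. Where all 4 arrays of a condition lie below the floor, the fold is a lower bound against the floor. The methods' t-test was run beside limma on log signals of the conditions compared. Groups of genes were 29 fixed lists, tested with camera in limma. Lists, comparisons and alternatives were chosen before the data were examined, except those said to have been added later.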

To ensure that 5-aza-dC treatments resulted in DNA demethylation, we performed methylation-sensitive PCR on a site 2916 bp upstream of the *ADH1B *translational start site. If the site is methylated, it is resistant to *Hpa II *digestion and can be amplified by PCR; if it is demethylated, this site will be cleaved and can no longer be amplified. Figure 1A demonstrates that genomic DNA from untreated cells was methylated at the bp -2916 *Hpa II *site, as demonstrated by the presence of robust 319 bp PCR products. DNAs from 5-aza-dC-treated HepG2 cells had methylation levels less than one-fifth that of untreated cells, as evidenced by the absence of PCR products (Figure 1A and 1B).

Many genes were affected by the treatment of 5-aza-dC and/or TSA in HepG2 cells (Table 1). The expression of 1504 probe sets was changed by 5-aza-dC (p-value of 0.01; FDR ≤ 0.17), 535 by TSA (FDR ≤ 0.46), and 1929 by the combination of 5-aza-dC and TSA (FDR ≤ 0.13) (Table 1). 

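XIST and MAP7, both silent in untreated cells, rose above the floor with 5-aza-dC. The signal of XIST rose from 23.1 ± 8.19 to 3192 ± 942 (mean ± SD, n = 4; at least 7.24-fold; limma, adjusted p = 1.72e-08), and that of MAP7 from 8.38 ± 4.17 to 668 ± 201 (at least 1.52-fold; adjusted p = 1.3e-07). PRTG fell from 3584 ± 676 to 968 ± 201, a log2 fold change of -1.89 (adjusted p = 6.38e-05). All 4 treated arrays lie beyond all 4 untreated arrays for these 3 genes.

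In all, limma called 1967 probe sets (1383 genes named singly) for 5-aza-dC, 12 (8 genes) for TSA and 2358 (1647 genes) for both drugs. The methods' t-test at an unadjusted p of 0.01 or less gave 1543, 541 and 2024 probe sets, with estimated false discovery rates of 0.165, 0.463 and 0.126. After adjustment over all probe sets, that test called 222 for 5-aza-dC, 0 for TSA and 488 for both drugs. At an unadjusted p under 0.05, limma gave 2485 probe sets for TSA.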

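Arrays of cells given 5-aza-dC stand apart from the arrays of cells not given it, whatever their TSA treatment. The probe sets that vary most include those of H19 and XIST. A coefficient of variation of 0.6 or more over the 16 arrays is found for 631 of the probe sets analyzed (407 genes named singly). Average-linkage clustering of their log2 signals puts the 8 arrays without 5-aza-dC on one side of the first division and the 8 arrays with it on the other. On linear signals 7 arrays are out of place. The mean distance between arrays is 27.1 to 32.6 within a condition and 67.7 to 71.4 between conditions that differ in 5-aza-dC. These distances describe the arrays and are not a test.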

Hierarchical clustering of the microarrays based on a set of 355 genes that varied most across the experiment (chosen based upon the ratio of standard deviation to the mean ≥ 0.6, without regard for whether the variation was within or between conditions) showed a clear separation of cells that received 5-aza-dC from cells that did not (Figure 2). Within this major division, cells treated with TSA did not segregate from untreated cells. Thus, 5-aza-dC had a marked effect on gene expression while TSA had only a minimal effect. 

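TSA-treated cells lie about as far from untreated cells as replicate dishes lie from each other. The mean distance between TSA-treated and untreated arrays is 33.8, against 31.6 among the TSA-treated and 32.6 among the untreated arrays. In the presence of 5-aza-dC the distance between arrays with and without TSA is 29.0, against 29.1 among arrays with 5-aza-dC alone and 27.1 among those with both drugs. When each set of 8 arrays is divided into 2 clusters, 3 of 8 arrays are out of place by TSA in both sets, where 4 is the most possible. The first principal component (35.9% of the variance) follows 5-aza-dC. The second (15.4%) does not separate the arrays by either drug, but it shifts with TSA. On it, each array with TSA lies below the array of the same replicate number and 5-aza-dC treatment without TSA. Whether these numbers pair the arrays is open, and the shift was not tested. The ranges overlap, at -24.91 to 57.01 without TSA and -33.55 to 15.58 with it. Replicates 1 and 2 also lie above 3 and 4 on it in all 4 conditions.

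**Figure D1:**
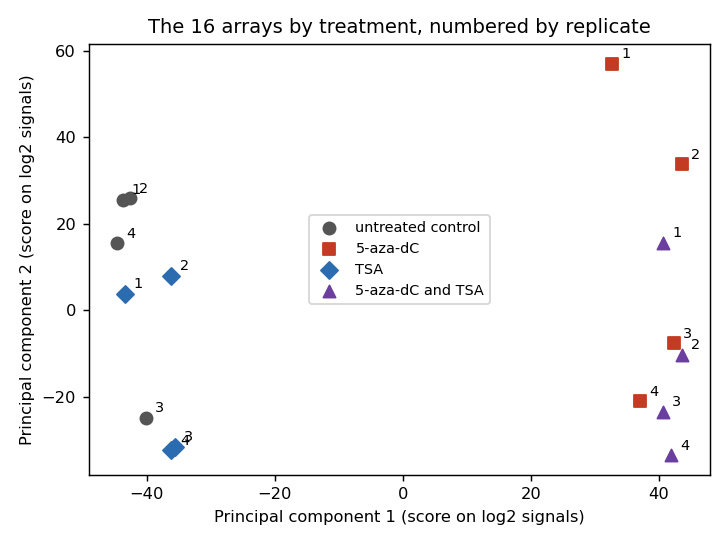
First and second principal components of the log2 signals of the 25463 probe sets analyzed, 1 point for each of the 16 arrays, colored by treatment.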

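For TSA alone, limma called few genes after adjustment. At an unadjusted p of 0.01 or less it gave 738 probe sets, where 255 are expected by chance. In simulated data it found 13 of 50 changes of 1.5-fold with TSA, so small changes are mostly missed. TSPAN8 rose from 556 ± 85.6 to 1600.0 ± 305 (signal, mean ± SD, n = 4) and MAP4K3-DT from 782 ± 84.6 to 1551 ± 239, log2 fold changes of 1.52 and 0.98. MEP1A fell from 724 ± 162 to 76.5 ± 28.3 (at least 1.67-fold lower) and ZNF117 from 943 ± 150.1 to 344 ± 25.2 (at least 2.19-fold lower). The adjusted p from limma is 0.0115 for each of these 4 genes. It is 0.0574 for each of them without TSA replicate 3, and 0.065 for TSPAN8 and ZNF117 without control replicate 2, so these calls lie close to the threshold.

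Over all probe sets analyzed, the log2 fold changes have an SD of 0.54 for 5-aza-dC and 0.29 for TSA. The effect of 5-aza-dC was also measured on other arrays, as both drugs against TSA, where limma called 1590 probe sets. The 2 estimates, which share no array, correlate with r = 0.786 (0.404 with no filter), and 912 probe sets are called in the same direction by both, against 66.5 expected by chance. For TSA, the estimates without and with 5-aza-dC correlate with r = 0.245 (0.0737 with no filter). Of the 12 probe sets called for TSA, 0 are called when TSA is added to 5-aza-dC, and 33.3% have the same sign there. Over these 12 the slope is -0.00277, so their changes were not found again on the other arrays. From the numbers of changed probe sets and the clustering, the paper concludes that methylation has the larger role in these cells.

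At the preset correlation of camera, cell cycle genes shifted up with TSA as a group and cholesterol biosynthesis genes down. No single member passes in limma. With an estimated correlation 0 of 29 lists pass for TSA, so these shifts rest on the preset and are not established. For the 28 measured cell cycle genes, MCM2 and MCM4 among them, all log2 fold changes are positive, with a median of 0.35 (camera, adjusted p = 1.04e-05). It is 0.493 with an estimated correlation and 0.0632 without control replicate 4. Of 18 cholesterol genes 2 have a positive sign, with a median of -0.23 (adjusted p = 5.94e-04, and 0.26 with an estimated correlation).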

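PHGDH, CTH and MAT2A fell with 5-aza-dC, while the adhesion gene CDH1 rose. PHGDH fell from 5376 ± 847 to 2426 ± 483 (signal, mean ± SD, n = 4), CTH from 1508 ± 512 to 552 ± 112 and MAT2A from 17396 ± 8868 to 4910.5 ± 1093. Their log2 fold changes are -1.15, -1.40 and -1.70 (limma, adjusted p = 0.00107, 0.00661 and 0.0131). CDH1 rose from 2055 ± 586 to 10182 ± 3238, a log2 fold change of 2.30 (adjusted p = 5.38e-05). The paper describes a daily change of medium only for dishes given 5-aza-dC. For these genes, a response to fresh medium and an effect of the drug therefore cannot be told apart.

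Of the probe sets called for 5-aza-dC by limma, 1261 rose and 706 fell. This balance depends on the filter. With no filter 970 rose and 241 fell, and with a stricter filter (12732 probe sets) 793 rose and 783 fell. At an unadjusted p of 0.01 or less, limma gave 1666 higher and 1169 lower probe sets, and the methods' t-test 920 higher and 623 lower.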

At a p-value of 0.01, 5-aza-dC treatment increased the expression of 883 probe sets while decreasing the expression of 620 probe sets. TSA increased 244 and decreased 291 while 5-aza-dC plus TSA increased 1078 and decreased 851. 

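With both drugs the linker histone gene H1-2 and the neuronal hydrolase gene UCHL1 rose, and the cystine transporter gene SLC7A11 fell. H1-2 rose from 2828 ± 915 to 9339.9 ± 1378 (signal, mean ± SD, n = 4), a log2 fold change of 1.77 (limma, adjusted p = 3.37e-04). UCHL1, silent in untreated cells, rose from 184 ± 95.3 to 2158 ± 595 (at least 4.92-fold; adjusted p = 2.05e-05). SLC7A11 fell from 5038 ± 2258 to 807 ± 493, a log2 fold change of -2.65 (adjusted p = 0.00663). The daily change of medium that the paper describes covers dishes given 5-aza-dC, so a response to fresh medium stays open here too.

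For both drugs, limma called 1407 probe sets as higher and 951 as lower, and for TSA 7 as higher and 5 as lower. For both drugs the numbers were 1064 and 362 with no filter, and 921 and 929 with the stricter filter. At an unadjusted p of 0.01 or less, limma gave 1772 higher and 1391 lower with both drugs, and 359 higher and 379 lower with TSA. The methods' t-test gave 1181 and 843 with both drugs, and 249 and 292 with TSA.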

Additional file 1 shows genes for which any of the treatments significantly altered its expression (p ≤ 0.05).

### Gene re-expression in 5-aza-dC treated cells

DNA methylation is known to play a large role in silencing the expression of many genes, thus we wanted to examine which genes in HepG2 cells were re-expressed by treatment with 5-aza-dC. We defined re-expressed stringently, requiring that the gene be undetectable ("Absent" as defined by the Affymetrix MAS5 algorithm) on any of the 4 arrays before treatment and detected ("Present") on all 4 arrays after treatment [see Additional file 2]. 

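VIM, MYL9 and CD14, genes of mesenchymal, contractile and myeloid cells, were silent in untreated HepG2 cells and present after 5-aza-dC. VIM rose from 256 ± 48.1 to 2417 ± 469.6 (signal, mean ± SD, n = 4), MYL9 from 38.7 ± 15.8 to 1201 ± 674 and CD14 from 132 ± 95.0 to 1309 ± 451. These are increases of at least 5.59-fold, at least 2.45-fold and at least 2.92-fold (limma, adjusted p = 8.03e-05, 1.48e-06 and 1.41e-04).

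In all, 274 probe sets (184 genes named singly) lie below the floor on all 4 untreated arrays and above it on all 4 arrays with 5-aza-dC, with a p of 0.05 or less in the methods' t-test. Of these, limma calls 247. Without the test, 279 probe sets cross the floor. The floor is a signal level, so a probe set below it can still come from a weakly expressed gene.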

Treatment of HepG2 cells with 5-aza-dC restored the expression of 211 probe sets (188 different genes). 

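WFIKKN1, which encodes a protease inhibitor domain protein, dropped out of the measurable range with 5-aza-dC. Its signal fell from 624 ± 152 to 184 ± 12.9 (mean ± SD, n = 4; at least 1.44-fold lower; limma, adjusted p = 3.05e-04). It is 1 of 24 probe sets that lie above the floor on all 4 untreated arrays and below it on all 4 arrays with 5-aza-dC, with a p of 0.05 or less in the methods' t-test. Without the test, 27 cross the floor in this direction. With the test and 1 array left out, 32 to 55 do.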

Only two genes were turned off by 5-aza-dC. 

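HORMAD1 and TLR2 were switched on by 5-aza-dC both without and with TSA. HORMAD1, a meiosis gene, had a signal of 691 ± 137 (mean ± SD, n = 4) with 5-aza-dC and 816 ± 241 with both drugs, against 11.1 ± 8.28 in untreated cells. TLR2 had 944 ± 216 and 877 ± 233, against 192 ± 114. The increases with both drugs are at least 1.86-fold and at least 2.01-fold (limma, adjusted p = 8.82e-07 and 0.00227).

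With both drugs, 310 probe sets (203 genes named singly) rise above the floor by the same rule, and 216 of them also do so with 5-aza-dC alone. Of the 310 probe sets, limma calls 284. With TSA alone 24 probe sets rise above the floor. In limma, 0 of these are called, while the methods' t-test at an unadjusted p of 0.05 is part of the rule. Falls below the floor number 55 with both drugs and 20 with TSA, and both counts are higher whenever a single array is left out.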

The additional presence of TSA did not substantially change the number of probe sets (208) that were re-expressed. A relaxed definition of re-expression (allowing one of the 8 arrays in the comparison to be called "Marginal") resulted in an additional 45 probe sets being re-expressed by 5-aza-dC and 33 by 5-aza-dC and TSA. 

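Imprinted genes expressed from either parental allele came on with 5-aza-dC. H19 rose from 255 ± 52.6 to 39932 ± 6613 (signal, mean ± SD, n = 4) and MEG3 from 109 ± 32.7 to 3849.6 ± 1806. NDN rose from 97.4 ± 92.7 to 3120.1 ± 719 and NNAT from 205 ± 107 to 1649 ± 230.5. The increases are at least 92.8-fold, at least 8.26-fold, at least 7.18-fold and at least 3.84-fold (limma, adjusted p = 3.54e-09, 1.38e-06, 7.33e-05 and 1.65e-04). The H19 probe set matches more than 1 gene in the annotation and stands for H19 as in the paper.

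Of 25 listed imprinted genes 18 were measured, and 6 rose, 0 fell and 12 did not pass in limma. Adjusted over the list alone, 7 rose and 0 fell. Of the 6, the paper names MEG3, NDN and NNAT from these arrays, so they are not independent evidence. The other 3 are FAM50B (at least 3.08-fold; adjusted p = 6.85e-06), CDKN1C (log2 fold change 1.44; adjusted p = 4.28e-04) and SGCE (0.49; adjusted p = 0.0293). The list has a median log2 fold change of 0.41 (camera, adjusted p = 4.12e-04, and 0.0463 with an estimated correlation).

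**Figure D2:**
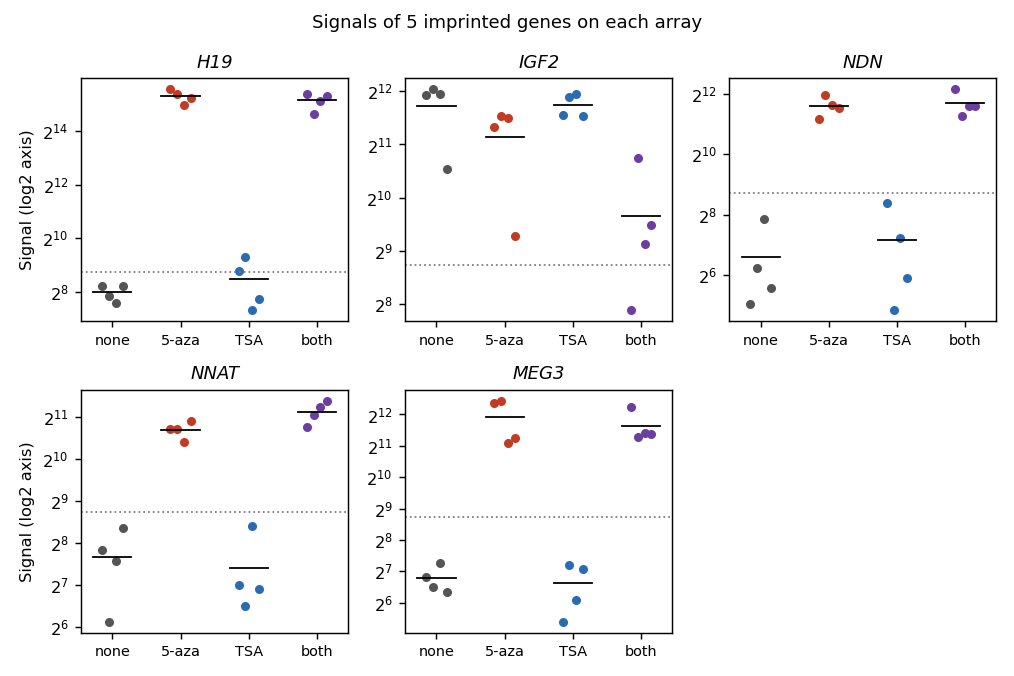
Signals of H19, IGF2, NDN, NNAT and MEG3 on each array by treatment, on a log2 axis. Black lines show means and the dotted line the signal floor.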

Several genes regulated by imprinting were re-expressed or significantly up-regulated (*H19*) by treatment with 5-aza-dC, including *H19 *(maternally expressed), *NDN *(paternal), *NNAT *(paternal), and *MEG3 *(maternal) [see Additional file 2]. The latter three genes were not detectably expressed in untreated cells; *H19 *was minimally detected in untreated cells but is clearly being re-expressed. 

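In untreated cells the 4 genes lie below the signal floor on all 4 arrays, H19 included. The highest untreated array has 301 for H19, 329 for NNAT, 234 for NDN and 153 for MEG3. TSA alone left them low. Signals with TSA are 363 ± 218 for H19, 169.8 ± 114 for NNAT, 142 ± 137 for NDN and 98.5 ± 51.7 for MEG3 (mean ± SD, n = 4; limma, adjusted p = 0.8, 0.877, 0.883 and 0.869). On 2 of 4 arrays with TSA, H19 lies above the floor, at 442 and 634. With both drugs the signals of NDN, NNAT and MEG3 are 3308 ± 878, 2219 ± 400.2 and 3167 ± 1083.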

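Part of the genes normally restricted to germ cells came on with 5-aza-dC, while others stayed silent. TSPY1 rose from 11.5 ± 3.94 to 1100.4 ± 521 (signal, mean ± SD, n = 4), DAZ2 from 34.2 ± 36.6 to 767 ± 87.6 and DAZ4 from 144 ± 34.6 to 1089 ± 285. The increases are at least 2.36-fold, at least 1.79-fold and at least 2.5-fold (limma, adjusted p = 5.11e-08, 8.21e-05 and 9.85e-05). The probe sets of these 3 genes match several members of their families and are named as in the paper. DAZL, an autosomal relative, rose from 48.0 ± 50.7 to 2786 ± 572 (at least 6.45-fold; adjusted p = 6.85e-06), and PRAME from 122 ± 77.8 to 1726 ± 310.2 (at least 4.0-fold; adjusted p = 1.02e-04).

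Of 54 listed germline and cancer-testis genes, 39 have a probe set that names them alone. Without the signal filter, 19 of the 39 rose in limma, 0 fell and 20 did not pass, and 21 lie below the floor on all arrays of untreated and 5-aza-dC-treated cells. Their median log2 fold change with silent genes held at the floor is then 0. The filter keeps 18, and a gene silent in untreated cells passes it only if it is expressed in another condition. Of these 18, which are thus chosen in part by their response, 17 rose, 0 fell and XAGE2 did not pass, with the same counts over the list alone. The median log2 fold change is 2.91, or 0.85 with silent genes held at the floor (camera, adjusted p = 4.23e-22, and 0.00102 with an estimated correlation).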

Another set of re-expressed genes included *TSPY1*, *DAZ2*, and *DAZ4*; these genes are involved in spermatogenesis [see Additional file 2].

Tissue culture and cancer cells are known to have an increase in genome wide methylation of CpG islands [39-42]. Thus, we examined the frequency of CpG islands within the promoters of 18 (10%, randomly selected) of the genes re-expressed by 5-aza-dC. Using CpG Island Finder [43,44] we found that 13 of 18 genes contained at least one CpG island. Of the 10 genes whose expression was confirmed by quantitative real-time RT-PCR (below) we found that 8 contained at least one CpG island.

Only four genes were turned on by the combination of 5-aza-dC plus TSA but remained off after treatment with 5-aza-dC or TSA alone (Table 2). 

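LEF1, ETV7 and LINC01419 were above the floor on all arrays with both drugs. With 5-aza-dC alone, LEF1 reached it on 2 of 4 arrays and the others on 0. Mean signals in untreated cells, with 5-aza-dC, with TSA and with both drugs are 19.2, 193, 13.6 and 842 for LINC01419. They are 185, 431, 36.0 and 675 for LEF1, and 56.6, 317, 71.1 and 661 for ETV7. In all, 91 probe sets rise above the floor with both drugs and with neither alone. Of these, 19 have a p under 0.05 in the methods' t-test of both drugs against 5-aza-dC, and 14 also reach the floor on a share of arrays higher by at least 0.5. LEF1 and ETV7 are named here after their values were seen.

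ACSBG1 and TKTL1 already rose with 5-aza-dC alone. ACSBG1 went from 172 ± 25.1 in untreated cells to 630.2 ± 165 with 5-aza-dC and 1057 ± 277 with both drugs (signal, mean ± SD, n = 4), and TKTL1 from 48.5 ± 7.72 to 1276 ± 464 and 2809 ± 831. The increases with 5-aza-dC are at least 1.44-fold and at least 2.81-fold (limma, adjusted p = 4.67e-04 and 2.83e-06). For both drugs against 5-aza-dC the adjusted p is 0.706 for ACSBG1, TKTL1 and LINC01419.

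Over all probe sets, limma called 0 for both drugs against 5-aza-dC. At an unadjusted p under 0.05 it gave 1760, and at 0.01 or less 291, where 255 are expected by chance. The methods' t-test gave 164 at 0.01 or less and 0 after adjustment.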

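CHGA was low in all conditions but the combination. Its signal was 214 ± 37.6 in untreated cells, 214 ± 35.5 with 5-aza-dC, 228 ± 32.9 with TSA and 648 ± 267 with both drugs (mean ± SD, n = 4). The signal with both drugs is at least 1.42-fold higher than with 5-aza-dC and above the floor on 3 of 4 arrays. Against untreated cells it rose (limma, adjusted p = 0.0013). Against 5-aza-dC alone, where all 4 arrays lie below the floor, limma gives an unadjusted p of 2.28e-05 and an adjusted p of 0.29. All 4 arrays with both drugs lie above all 4 with 5-aza-dC. Without the first array with both drugs the adjusted p is 0.00918. The interaction of the drugs does not pass (adjusted p = 0.653).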

The most striking of these was chromogranin A (*CHGA*), which is a central regulator of catecholamine storage and release [45]; expression was not detected on any of the arrays for 5-aza-dC, TSA, or untreated cells but it was present on all 4 arrays from 5-aza-dC plus TSA-treated cells. We confirmed this synergism by quantitative real-time RT-PCR. The expression of *CHGA *was not reliably detected in untreated cells or in two samples of TSA-treated cells. Expression was detected at very low-levels in two other TSA-treated samples and in all three 5-aza-dC-treated cells (*CHGA *C_t _- *GAPDH *C_t _[ddC_t_] = 7.7, corresponding to 0.5% of the level of *GAPDH*). Cells treated with the combination of both 5-aza-dC and TSA showed greatly enhanced expression of *CHGA*, approximately 80-fold, illustrating the synergy (ddC_t _= 1.4; 38% of the level of *GAPDH*).

### Groups of genes involved in liver processes are affected by 5-aza-dC

Genes affected by 5-aza-dC treatment were further analyzed to determine whether the expression of particular groups of genes (as defined by Gene Ontology) was affected by DNA methylation. We were initially interested in identifying groups of genes related to liver processes since this cell line is of liver origin (hepatoma). 

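5-aza-dC raised SULT2A1 and AKR1C4, which conjugate and reduce steroids and other compounds, and CYP2R1, a vitamin D 25-hydroxylase, and lowered UGT2B28. CYP2R1 rose from 148 ± 86.1 to 925 ± 122 (signal, mean ± SD, n = 4) and AKR1C4 from 105 ± 19.1 to 614 ± 112, increases of at least 2.16-fold and at least 1.42-fold (limma, adjusted p = 0.00117 and 2.79e-06). SULT2A1 rose from 2274 ± 994 to 7653 ± 1085, a log2 fold change of 1.82 (adjusted p = 8.89e-04). UGT2B28 fell from 11036 ± 2576 to 4109 ± 1079 (-1.43; adjusted p = 0.00173). Of 10 measured genes in the list of cytochrome P450 genes of drug metabolism, which holds CYP2R1, 2 rose, 0 fell and 8 did not pass (median 0.29, or -0.02 with silent genes at the floor; camera, adjusted p = 0.114). A gene counts in a list by its probe set with the highest mean, which need not be the one whose signals are given elsewhere. Of 22 conjugation and reduction enzymes 3 rose, 1 fell and 18 did not pass (median 0.10; adjusted p = 0.191, and 0.0385 without 5-aza-dC replicate 1).

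In steroid synthesis, HSD17B2 rose from 1818 ± 499 to 4869 ± 1369 and HSD17B6 from 173 ± 40.4 to 634 ± 62.5 (at least 1.48-fold), with adjusted p of 0.00116 and 8.57e-05 in limma. Of 10 measured steroid hormone genes 3 rose and 0 fell (median 0.19; camera, adjusted p = 0.00526, and 0.186 with an estimated correlation). Of 18 cholesterol genes 2 rose, PMVK and INSIG1, and 1 fell (median -0.22; adjusted p = 0.128, and 0.0255 without control replicate 4). Over the list alone 2 rose and 4 fell. Of 14 CCAAT element binding proteins 1 rose, 1 fell and 12 did not pass (median -0.22; adjusted p = 0.352). These lists hold genes that the paper picked from these arrays, so they are not independent evidence for those genes.

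ARG1, HAL and G6PC1, enzymes of adult hepatocytes, rose with 5-aza-dC. Of 15 measured adult hepatocyte enzymes 5 rose and 0 fell, such as ARG1 (at least 2.65-fold; adjusted p = 2.15e-05), HAL (1153 ± 353 to 4411 ± 569.8; adjusted p = 2.56e-05) and G6PC1 (774 ± 218 to 2664 ± 1269; adjusted p = 0.00197). Their median is 0.40 (camera, adjusted p = 0.00343, and 0.186 with an estimated correlation). Of 30 secreted hepatocyte proteins 4 rose and 0 fell (median -0.02; adjusted p = 0.686). Albumin did not pass, at 62298 ± 3423 in untreated cells and 62599.9 ± 7454 with 5-aza-dC. Of 13 liver transcription factors 1 rose, NR0B2 (log2 fold change 0.83; limma, adjusted p = 0.0137), with an adjusted p of 0.342 for the list.

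**Figure D3:**
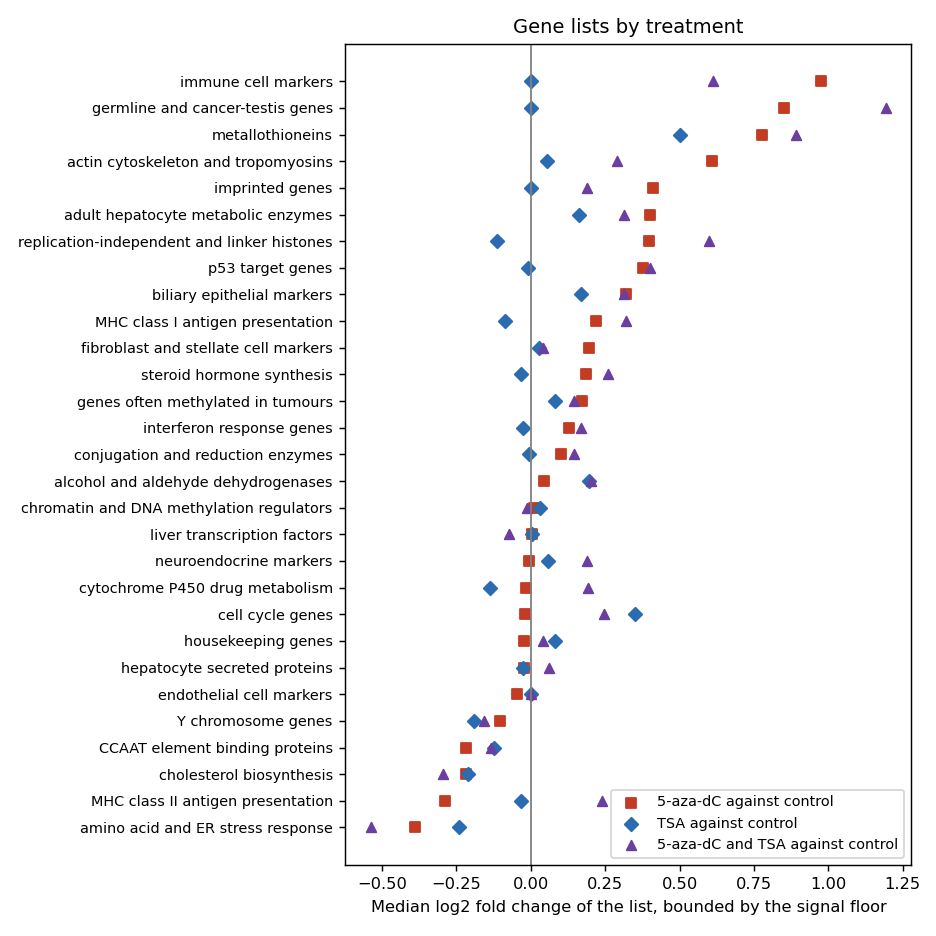
Median log2 fold change of the measured members of each of 29 gene lists for 3 treatments against untreated cells, with silent genes held at the signal floor.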

Table 3 shows groups of genes involved in xenobiotic metabolism, steroid biosynthesis, and CCAAT element binding that are regulated by DNA methylation; some genes are regulated by both DNA methylation and histone deacetylation, but not solely methylation. Many genes within these groups are also expressed in the developing fetal liver and adult liver (Table 3).

### Verification of microarray results by quantitative real-time RT-PCR

Quantitative real-time RT-PCR assays were performed to confirm microarray gene expression changes (Table 4). Genes were selected based on their role in the liver, imprinting status, cell cycle function, or as important transcription factors. The pattern of differences detected by RT-PCR was consistent with those from the microarrays, but the fold-changes obtained by real-time RT-PCR assays were, in most cases, much greater than fold-changes seen in microarray analyses. This observation was particularly true for genes re-expressed by 5-aza-dC treatment; in that case, the denominator in the microarray experiment (baseline, control value) is essentially zero (the gene is called "Absent") so the exact fold change calculated from microarray data is not meaningful or accurate. 

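Array folds of genes with little or no signal in untreated cells are lower bounds. CDK10 rose from 299.9 ± 40.5 to 1061 ± 219 (signal, mean ± SD, n = 4), at least 2.45-fold, and S100A4 from 281 ± 52.5 to 2469 ± 1228, at least 5.31-fold (limma, adjusted p = 1.12e-05 and 1.89e-05). GSTP1 and PKIB reached the floor on at least 1 untreated array. GSTP1 rose from 367 ± 70.9 to 3132 ± 1108 and PKIB from 464 ± 145 to 3425 ± 449, log2 fold changes of 3.05 and 2.93 (adjusted p = 3.2e-06 and 8.66e-08). The paper calls PKIB Absent on all 4 untreated arrays and GSTP1 on most of them. The sizes of these 2 changes therefore rest on untreated signals near background and are uncertain. With TSA alone S100A4 has 841 ± 176 (at least 1.94-fold; adjusted p = 0.0968), with all 4 arrays above the untreated ones. With TSA the adjusted p of CDK10, GSTP1 and PKIB is 0.828, 0.935 and 0.817. Real-time PCR values are not part of the deposited data.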

RT-PCR assays allow one to obtain a lower baseline value, and therefore a higher fold-change. It should be noted that we have not determined the amplification efficiency of each assay so these calculated fold-changes are based on 100% efficiency; this can overstate the fold change.

## Discussion

DNA methylation has a larger role in the inhibition of gene expression in the human hepatoma cell line HepG2 than does histone deacetylation. This is demonstrated by the greater effect by the DNMT inhibitor 5-aza-dC on gene expression than of the HDAC inhibitor TSA, as evidenced by the numbers of probe sets with altered gene expression (Table 1). It is also demonstrated by hierarchical clustering (Figure 2) in which the cells treated with 5-aza-dC, either alone or with TSA, segregated from cells not treated with TSA. 5-aza-dC treatment re-expressed 211 probe sets (188 genes) that had been silent in HepG2 cells [see Additional file 2], and up regulated more genes than were down regulated. In the overall pattern of gene expression, we do not detect much synergy between 5-aza-dC and TSA on gene expression in these cells. 

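No gene passed a test for a response to TSA that differs when 5-aza-dC is present. Of the genes named here, ZNF117 and MEP1A have the lowest p for an interaction. Both fell with TSA alone, but with 5-aza-dC their signals were 664 ± 157 and 535 ± 352 (signal, mean ± SD, n = 4), and with both drugs 899 ± 196 and 542 ± 117. With TSA alone all 4 arrays lie below the floor for both genes, so the size of the interaction is not given (limma, adjusted p = 0.121 and 0.186).

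Over all probe sets, limma called 0 for the interaction. At an unadjusted p under 0.05 it gave 1242, and at 0.01 or less 298. The methods' t-test has no form for an interaction. The 5-aza-dC effect with TSA has a slope of 0.886 on the effect without it, over the probe sets called for 5-aza-dC, and 96.1% of them have the same sign. In simulated data of this size, the fit found 28 of 50 interactions of 2-fold and 45 of 50 of 4-fold, so smaller interactions are mostly missed.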

A small number of genes (4) required both 5-aza-dC and TSA for re-expression; we confirmed the synergistic effects of 5-aza-dC and TSA on *CHGA *gene expression by performing quantitative real-time RT-PCR.

A subset of autosomal genes, known as imprinted genes, display expression exclusively from one of the parental alleles [46]. The imprinted genes *NDN*, *NNAT*, and *MEG3 *were turned on in 5-aza-dC-treated cells (Table 4 and see Additional file 2), demonstrating that the DNA demethylation was sufficient to re-express genes silenced by DNA methylation in the HepG2 cells. 

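H19 stayed high when TSA was added, and IGF2 was lower in the same cells. With both drugs H19 had a signal of 36053 ± 7853 (mean ± SD, n = 4; at least 83.0-fold; limma, adjusted p = 4.8e-09). IGF2 has 3 probe sets, which match more than 1 gene in the annotation. In the paper's probe set it went from 3385 ± 1264 to 2259.8 ± 1103 with 5-aza-dC, and in the others from 29505 ± 8215 to 21447 ± 8736 and from 1992 ± 682 to 1297 ± 345. Their log2 fold changes are -0.70, -0.53 and -0.58, with standard errors of 0.56, 0.39 and 0.39. None of the 3 passes (limma, adjusted p = 0.519, 0.486 and 0.423).

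With both drugs, IGF2 fell in 2 of its 3 probe sets. The signals were 806 ± 635 in the paper's probe set, 13283 ± 7276 in the second and 665 ± 463 in the third. The log2 fold changes against untreated cells are -2.31, -1.25 and -1.73 (limma, adjusted p = 0.0174, 0.0576 and 0.0111). For the paper's probe set the adjusted p is 0.0518 without control replicate 1 and 0.0529 without control replicate 2. For the second it is 0.0187 to 0.0438 without control replicate 4 or the first array with both drugs. IGF2 with both drugs was not shown to differ from IGF2 with 5-aza-dC alone (adjusted p = 0.706 in the paper's probe set).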

The expression of *H19 *(maternal) was greatly increased (156-fold [see Additional file 2]; essentially turned on) while the expression of *IGF2 *(paternal) was decreased (-4.2-fold, p = 0.02 [see Additional file 1]. Both genes lie together on chromosome 11p15, and the upstream region of *H19 *is the downstream region of *IGF2*; this intergenic region, also known as the differentially methylated region, is responsible for monoallelic expression of both genes [47-49]. If this DMR is unmethylated, the transcription factor CTCF can bind and block the activity of an enhancer that activates *IGF2 *expression; this allows the enhancer to now interact with the *H19 *promoter [47]. Our results are consistent with this.

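The Y-linked testis genes TSPY1, DAZ2 and DAZ4 rose with both drugs as well. With both drugs TSPY1 reached 1757 ± 635 (signal, mean ± SD, n = 4), DAZ2 1192 ± 208 and DAZ4 1914 ± 721, increases over untreated cells of at least 3.94-fold, at least 2.77-fold and at least 4.29-fold (limma, adjusted p = 1.27e-08, 2.19e-05 and 8.12e-06). Of 28 listed Y chromosome genes 10 were measured and named singly, which leaves out TSPY1 and the DAZ genes. With 5-aza-dC 0 of these rose, NLGN4Y fell and 9 did not pass. Over the list alone 2 fell. DDX3Y, KDM5D and USP9Y have log2 fold changes of 0.19, -0.08 and -0.01 (limma, adjusted p = 0.588, 0.776 and 0.979). NLGN4Y went from 794 ± 75.6 to 544 ± 76.3 (-0.55; adjusted p = 0.0396). Its call is lost without any 1 of control replicates 1, 2 and 4 and 5-aza-dC replicates 2 and 3 (adjusted p between 0.0647 and 0.118). The list has a median of -0.10 (camera, adjusted p = 0.272).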

5-aza-dC also turned on the expression of several Y chromosome-specific genes [see Additional file 2]. Past studies using prostate cancer cell lines showed that DNA methylation regulates the expression of these genes and that 5-aza-dC can restore their expression [50]. The expression of *TSPY1 *is normally restricted to the testis where it plays a role in spermatogonial proliferation [51]. *TSPY1 *contains a putative CpG island in its promoter that is hypermethylated in melanoma cell lines; treatment with 5-aza-dC can restore *TSPY1 *expression [52]. The *DAZ *cluster of genes are thought to be involved in germ cell differentiation in humans and old world monkeys [53]; deletions in this region can cause infertility in males [54]. This finding is interesting given that we treated hepatoma cells, a cell type that normally does not express spermatogenesis genes. It confirms that DNA methylation plays a large role in shutting down the expression of many genes that have no role in contributing to the proper functioning of that cell type.

We further analyzed genes that were significantly affected by 5-aza-dC treatment and identified groups of genes that are involved in xenobiotic metabolism, steroid biosynthesis, and CCAAT element binding (Table 3). The most affected in the xenobiotic metabolism group, the *CYP3A *genes, play major roles in metabolic disposition of wide variety of drugs [55]. *CYP3A4 *and *CYP3A5 *comprise nearly 30%-40% of total hepatic cytochrome p450 [55] while *CYP3A7 *expression is restricted to the fetal liver [56]. 

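Of the 3 CYP3A genes, CYP3A5 and CYP3A7 rose with 5-aza-dC in the paper's probe sets. These need not be the probe sets that count in the list of cytochrome P450 genes, where the one with the highest mean does. CYP3A5 went from 968 ± 176 to 2447 ± 524 (signal, mean ± SD, n = 4) and CYP3A7 from 515 ± 221 to 2119.8 ± 1016. The log2 fold changes are 1.33 and 2.00, with standard errors of 0.18 and 0.34 (limma, adjusted p = 2.31e-04 and 0.00155). The paper calls CYP3A7 Absent on all 4 untreated arrays, and its untreated signals here range from 350.7 to 840.3, on both sides of the floor. The size of its change is therefore uncertain. CYP3A4 went from 369.9 ± 101 to 660.2 ± 182, with all 4 treated arrays above all 4 untreated ones. Its log2 fold change of 0.84 has a standard error of 0.39 and does not pass in limma (unadjusted p = 0.0478, adjusted p = 0.224).

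TSA alone gave 320.4 ± 216 for CYP3A4, 988 ± 189 for CYP3A5 and 803 ± 294 for CYP3A7 (limma, adjusted p = 0.734, 0.975 and 0.552). With both drugs the signals were 624 ± 69.7, 2319.6 ± 151 and 2210.2 ± 134. The probe set of CYP3A7 also covers a read-through transcript with a neighboring pseudogene.

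**Figure D4:**
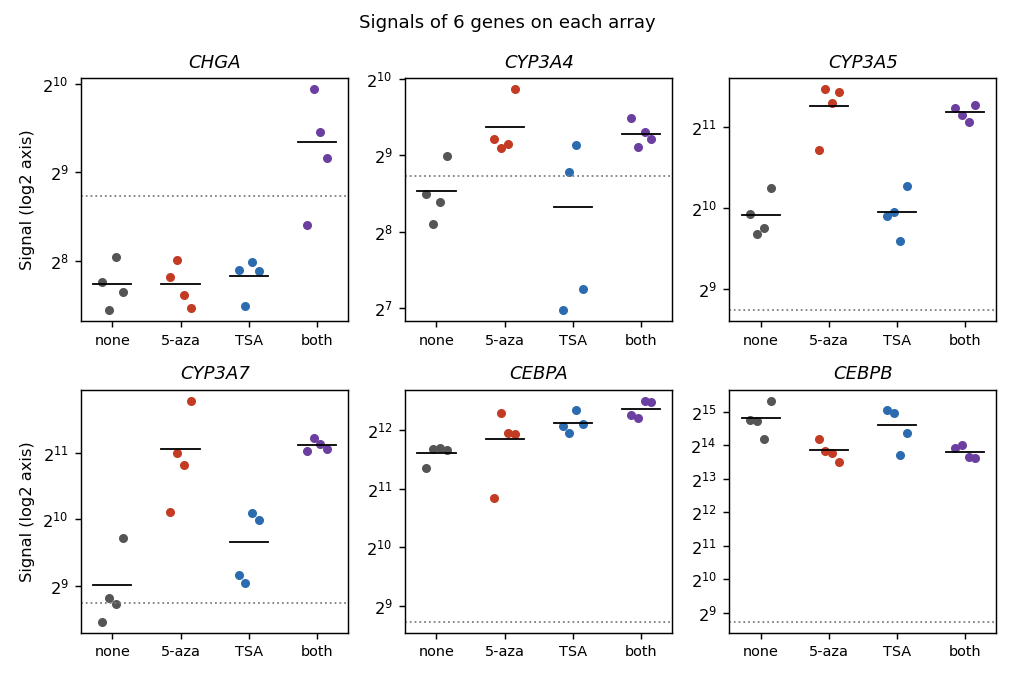
Signals of CHGA, CYP3A4, CYP3A5, CYP3A7, CEBPA and CEBPB on each array by treatment, on a log2 axis. Black lines show means and the dotted line the signal floor.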

*CYP3A *expression in untreated HepG2 cells is fairly low (signals ranging from 370 to 968), suggesting that their expression is reduced in these partially de-differentiated cells; however, 5-aza-dC greatly increased the expression of each *CYP3A *gene. This increase in expression was confirmed by real-time RT-PCR for *CYP3A7 *(Table 4).

Genes within the steroid biosynthesis group also included two *CYP *genes. The *CYP19A1 *gene, which was re-expressed by 5-aza-dC treatment [see Additional file 2], encodes the main estrogen biosynthesis enzyme, which converts androgen to estrogen [57]. 

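CYP19A1 rose with 5-aza-dC from 470.1 ± 128 to 1144 ± 138 (signal, mean ± SD, n = 4). The log2 fold change is 1.31 with a standard error of 0.19 (limma, adjusted p = 4.13e-04). At least 1 untreated array lies above the signal floor, so CYP19A1 is not counted among the genes that rise above it. TSA alone gave 755 ± 158 (log2 fold change 0.70; adjusted p = 0.236). HSD17B1, which acts on estrogens too, rose from 157 ± 103 to 944 ± 359.8 in the paper's probe set (at least 2.11-fold; adjusted p = 0.00121). Its second probe set has a log2 fold change of 0.25 (adjusted p = 0.403).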

*CYP19A1 *expression can be increased in endometriotic stromal cells upon *in vivo *down-regulation of C/EBPβ [58]. This finding is interesting given that C/EBPβ expression was decreased by 2-fold; this may contribute to *CYP19A1 *re-expression. 

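CEBPB was lower and CYP19A1 higher in the same treated cells. CEBPB went from 28789 ± 9252 to 14762 ± 2991 with 5-aza-dC (signal, mean ± SD, n = 4), and CYP19A1 reached 1100.0 ± 124 with both drugs (log2 fold change 1.26; limma, adjusted p = 5.93e-04). The log2 fold change of CEBPB is -0.93 with a standard error of 0.28 and does not pass in limma (adjusted p = 0.0546). It passes without control replicate 3 (0.0288) or 5-aza-dC replicate 1 (0.0455), and in 5 of 10 other settings. The paper's call uses an unadjusted p, and its RT-PCR on the same RNA also gives a fall of CEBPB with 5-aza-dC.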

The CYP17A1 enzyme (Table 3) functions in the biosynthesis of testosterone through the regulation of 17-hydroxylase and 17, 20-lyase [59]. CYP17A1 is not expressed in the fetal or adult liver; hence DNA methylation may be a major mechanism to transcriptionally silence its expression in the liver.

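CYP17A1 was below the signal floor on all 4 untreated arrays and above it on all 4 with 5-aza-dC. Its signal went from 325 ± 47.5 to 622 ± 112 (mean ± SD, n = 4), at least 1.44-fold higher. The increase does not pass in limma (adjusted p = 0.143). With both drugs the signal was 709 ± 98.2 (at least 1.65-fold higher; adjusted p = 0.0654), and with TSA 309 ± 170.4.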

We examined seven genes that bind CCAAT DNA elements to regulate transcription of many important liver genes (Table 3). Most notable are the three genes encoding C/EBPα, C/EBPβ and C/EBPγ (Table 3; *CEBPA*, *CEBPB*, and *CEBPG*) that were differentially affected by 5-aza-dC or TSA and the combination of 5-aza-dC and TSA. 

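CEBPG fell with 5-aza-dC, and both CEBPB and CEBPG fell with the 2 drugs together. CEBPG went from 3734 ± 1649 to 1741 ± 330.0 with 5-aza-dC and 1651 ± 217 with both drugs (signal, mean ± SD, n = 4). The log2 fold changes are -1.01 and -1.08 (limma, adjusted p = 0.0395 and 0.0258). CEBPB had 14406 ± 2024 with both drugs (-0.95; adjusted p = 0.0437). With TSA alone CEBPB and CEBPG had 25198 ± 9718 and 3175 ± 1044 (adjusted p = 0.83 and 0.873).

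The calls of CEBPB and CEBPG lie close to the threshold and are lost with fewer arrays. Over the other settings and with 1 array left out, the log2 fold change stays between -1.27 and -0.75 for CEBPG with 5-aza-dC and between -1.14 and -0.76 for CEBPB with both drugs. For CEBPG with 5-aza-dC, the call is lost without any 1 of control replicates 1, 2 and 4 and 5-aza-dC replicates 2, 3 and 4 (adjusted p between 0.0701 and 0.102). With both drugs it is lost for the same numbers (between 0.0506 and 0.0796). For CEBPB with both drugs it is lost without any 1 of 7 of the 8 arrays, all but control replicate 3 (between 0.0578 and 0.121). Of the other CCAAT element binding proteins, NFYC rose with 5-aza-dC (log2 fold change 0.47; limma, adjusted p = 0.014, and 0.0524 without control replicate 1).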

Surprisingly, the expression of *CEBPB *and *CEBPG *were decreased by 5-aza-dC; because methylation generally inhibits gene expression [1], this down-regulation could be a secondary effect of the increase in an inhibitory factor. *CEBPA *was up-regulated by TSA and the combination of 5-aza-dC and TSA, but not with 5-aza-dC alone. 

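CEBPA signals were 3106 ± 334 in untreated cells, 4447 ± 527 with TSA, 5262 ± 549 with both drugs and 3663 ± 1328 with 5-aza-dC (mean ± SD, n = 4). All 4 arrays with TSA and all 4 with both drugs lie above all 4 untreated arrays. The log2 fold changes are 0.52, 0.76 and 0.15, each with a standard error of 0.23. In limma none passes after adjustment over all probe sets (unadjusted p = 0.0398, 0.00471 and 0.514; adjusted p = 0.491, 0.0505 and 0.768). The paper's calls use unadjusted p-values, a less strict threshold. Its RT-PCR on the same RNA also gives a rise of CEBPA with TSA and with both drugs. With both drugs CEBPA passes in 8 of 10 other settings, the methods' t-test among them (adjusted p between 0.0102 and 0.049), and in none that leaves out 1 array. The log2 interaction of the drugs is 0.09 (adjusted p = 0.999), so the effect of TSA is not shown to differ with 5-aza-dC.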

The transcriptional state of many other hepatocyte-specific genes in these cells is likely altered based on the expression profile of these C/EBP genes. *CEBPB *can generate two isoforms from a single mRNA: the full-length protein termed liver activation protein (LAP) or the truncated liver inhibitory protein (LIP) isoform [60-63]. LIP is a dominant-negative factor that can attenuate transcription by forming a heterodimer with LAP to negate the transactivation ability of LAP [62]. LIP is still able to attenuate the transcriptional activity of LAP even when present at sub-stoichiometric amounts (i.e. LAP/LIP ratio of 5:1) [62,64]. C/EBPγ heterodimerization with C/EBPα and LAP can also attenuate transcription of C/EBP responsive promoters, suggesting dominant negative regulation by this factor [65]. Hence, the decreased expression of C/EBPβ and C/EBPγ transcripts may aid in increasing the expression of the hepatocyte-specific genes they regulate.

The *CEBPA *gene is regulated by histone deacetylation (and slightly increased with 5-aza-dC and TSA) in the HepG2 human hepatoma cell line. An increase in *C*/EBPα expression will increase the expression of several hepatocyte-specific genes that are regulated by this factor. However, a larger picture emerges from our data. HepG2 cells display many characteristics of fetal and adult hepatocytes. Many genes regulated by DNA methylation that function in liver processes (Table 3) are expressed in the fetal and adult liver. DNA demethylation may be, in part, responsible for silencing the expression of fetal liver genes. C/EBPα and C/EBPβ may play important roles in this. The haptoglobin (Hp) gene, which is important in liver development, is transcriptionally regulated by C/EBPα and C/EBPβ in the rat liver; Dinic *et al*. have shown that Hp transcription is regulated by C/EBPα during normal liver development while C/EBPβ regulates this gene during the acute phase response during the later phase of differentiation and in the adult [66]. Also, the suppression of *C/EBPα *expression may be a prerequisite to biliary cell differentiation in a hepatoblast population in the developing mouse liver [67].

## Conclusion

In summary, we demonstrate that DNA methylation plays a much larger role than histone deacetylation in regulating gene expression in HepG2 human hepatoma cells. Many genes were in fact turned on in these cells by the DNMT inhibitor 5-aza-dC; which included imprinted genes and spermatogenesis genes. 5-aza-dC affected groups of genes involved in liver processes such as xenobiotic metabolism, steroid biosynthesis, and CCAAT element binding. A majority of the genes in these groups are expressed in the developing fetal and adult liver indicating that DNA methylation may play a role in restricting the expression of fetal liver genes and in shutting down expression in hepatoma cells.

## Methods

### Drug treatments

5-aza-dC (Sigma, St. Louis, MO) and TSA (Sigma) were prepared in dimethyl sulfoxide (DMSO) (Sigma). HepG2 cells (HB-8065; ATCC, Manassas, VA) (5 × 10^5 ^cells) were plated on 100 mm culture dishes and grown in minimum essential medium (Sigma) with 10% fetal bovine serum (Life Technologies, Rockville, MD) and 2 mM glutamine in a 5% CO_2 _atmosphere. A 2 × 2 experimental design was used: cells were treated with 2.5 μM 5-aza-dC, 500 nM TSA, both 2.5 μM 5-aza-dC and 500 nM TSA, or DMSO (untreated). Plates were seeded and harvested at the same time; appropriate dishes were treated with 5-aza-dC 48 h after cell seeding and their media and drugs were replaced every 24 h. TSA was incubated with appropriate dishes for the last 24 h before harvesting. DNA and RNA were extracted 4 days after the initial 5-aza-dC treatment using TRIzol^® ^(Invitrogen, Carlsbad, CA).

### DNA methylation analysis

Methylation-sensitive PCR was modified from a protocol [68] and quantitation of PCR products were previously described by Dannenberg *et al*. [38]. This assay is based on the fact that *Hpa II *cannot digest a methylated CCGG site; thus fragments containing methylated CCGG sites remain intact and can be amplified by PCR, whereas unmethylated CCGG sites are cut and cannot be amplified. The region upstream of *ADH1B *from bp -2956 to -2638 was analyzed using primers HE1741/1742 (Table 5).

### Microarray analysis

Total RNA prepared from HepG2 cells was treated with 1 U of DNase I, RNase-Free (Roche, Indianapolis, IN) per microgram of RNA. An RNeasy^® ^Mini Kit (Qiagen, Valencia, CA) was used to purify RNA. RNA quality was then tested using a Bioanalyzer (Agilent Technologies, Palo Alto, CA) and by measuring absorbance from 210 to 350 nm. RNA preparations from four independent dishes from each experimental condition (5-aza-dC, TSA, both 5-aza-dC and TSA, and untreated) were separately processed and analyzed. Ten micrograms of total RNA was synthesized into cDNA for each sample, and then biotinylated cRNA was generated by *in vitro *transcription, following the standard Affymetrix protocols [69]. Biotinylated cRNAs were fragmented, and each sample was hybridized to an Affymetrix^® ^HG-U133 Plus 2.0 gene chip (54,675 probe sets) at 42°C for 17 h. Chips were washed, stained, and scanned following the standard Affymetrix protocol [69].

### Statistical analysis

Expression data generated by the Affymetrix Microarray Suite^®^, version 5.0, were exported and analyzed using Microarray Data Portal (MDP) [70]. Data have been deposited into GEO [71] under Series accession number GSE5230. Probe sets that were not called present on at least 50% of the arrays in at least one-treatment group were eliminated before further analysis; these primarily represent noise [72,73]. Log-transformed signals were then compared using Welch's approximate *t*-test, which allows for unequal variance. False discovery rate (FDR) was calculated according to Benjamini and Hochberg [74]. Genes were considered turned from "off to on" or "on to off" if the difference of the fraction present was +/- 1; that is, if genes went from "Absent" (according to the MAS5 algorithm) in all 4 arrays to "Present" in all four arrays, or *vice versa *and the log signal differed significantly (p ≤ 0.05). Genes turned on by the combination of 5-aza-dC plus TSA (as defined above) but not by 5-aza-dC alone were also selected, based on a p value for both vs. 5-aza-dC <0.05 and difference in fraction present ≥ 0.5. Gene groupings were created using Gene Ontology on MDP; the CCAAT-binding protein genes were grouped manually. Fetal liver expression was determined by using the Expression Profile Viewer (NCBI). Genes are considered as expressed in the fetal liver if they are expressed in the liver and also expressed in the embryo.

Putative CpG islands were identified using the CpG Island Finder [43,44]. We selected a random 10% of the genes that were re-expressed [see Additional file 2] and examined their promoters from -1500 to +500 bp. We also examined 10 genes that were confirmed by RT-PCR (Table 4). CpG Island Finder uses a sliding window 201 bp in length to calculate the CpG dinucleotide percentage for each window where it defines the maximum of these CpG percentages as the CpG score and the corresponding window as the CpG window [43]. Assuming a bimodal normal distribution and an overlap of 10% (5% from each group), 6.5 as a cutoff value is often used because it satisfies the condition μ+2σ < 6.5 < μ-2σ [43]. However, we used the default value of 6%, set by the CpG Island Finder [44], to identify promoter CpG islands.

### Hierarchical clustering

A set of 355 genes that varied across the experiment (without consideration of whether variation was within or between conditions, to avoid bias) was selected based upon a coefficient of variation (CV; ratio of standard deviation to mean) of 0.6 or greater. Hierarchical clustering of the microarrays [75] was performed using MDP.

### Real-time quantitative RT-PCR

The following human mRNA sequences: *CDK10, CEBPA, CEBPB, CHGA, CYP3A7, GSTP1, H19, NNAT, PKIB, S100A4*, and *TSPY1 *were used to design gene-specific primers for real-time RT-PCR using MacVector (Accelrys, San Diego, CA). Primer sequences were tested for uniqueness by aligning them against the human genome using NCBI BLAST [76]. The RT-PCR products and Accession numbers (GenBank) for each mRNA sequence are listed in Table 6; the sequences of the primers used are listed in Table 5.

Four 500 ng aliquots of TSA-treated and untreated RNA preparations used in the microarray analyses and three 500 ng aliquots of 5-aza-dC-treated and 5-aza-dC and TSA-treated (only three used for these conditions due to little or no total RNA available after microarray analyses) were reverse transcribed using the SuperScript First Strand Synthesis System (Invitrogen). Resulting cDNAs were diluted 1:25, then amplified using SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA). *GAPDH *(glyceraldehyde-3-phosphate dehydrogenase) expression was quantified using TaqMan^® ^GAPDH Control Reagents (Applied Biosystems) as an internal control to normalize each gene against (note: *GAPDH *amplification not run in parallel with each gene due to limiting amounts of cDNA). PCR products were quantified in real-time using an ABI PRISM^® ^7700 Sequence Detection System (Applied Biosystems). PCR conditions were 50°C for 2 min, 95°C for 10 min, 40 cycles of 95°C for 15 sec and 51–60°C for 20 sec. C_t _values for each gene and condition were normalized against *GAPDH *and then each condition was normalized against the untreated cells to obtain a fold-change. Welch's *t*-tests were performed to analyze the real-time RT-PCR data. We did not determine the amplification efficiency of each assay; the fold-changes are calculated based on 100% efficiency.

## Authors' contributions

LOD performed the experiments, data analysis, and drafted the manuscript. HJE guided the experiments, performed data analysis, and participated in the writing of the manuscript.

## Supplementary Material

Additional File 1 **Genes that differed between untreated and treated cells**. Genes that were present in at least half of the arrays in at least one group, and that significantly differ (p ≤ 0.05) between untreated cells and any of the treatments (5-aza-dC, TSA, or both 5-aza-dC and TSA). Genes are sorted in the order: gene name, Unigene number, and condition; genes lacking gene symbols are sorted in order of Unigene number. Click here for file

Additional File 2 **Probe sets re-expressed by 5-aza-dC**. Probe sets that were re-expressed by 5-aza-dC treatment are shown (see Methods for details). Click here for file

## Figures and Tables

**Figure 1:**
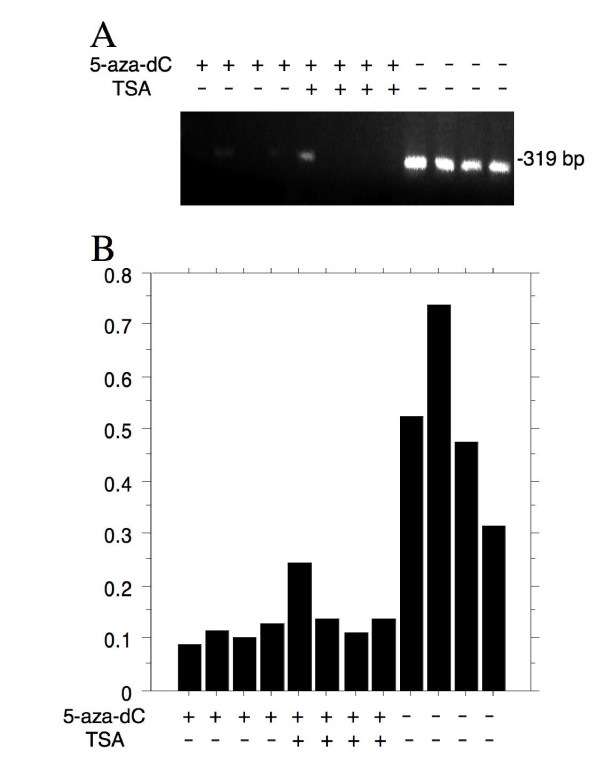
**Treatment of HepG2 cells with 2.5 μM 5-aza-dC results in DNA demethylation**. Demethylated DNA is cleaved by *Hpa II *digestion and cannot be amplified; therefore the amount of methylated DNA is reflected in the amount of PCR product. (A) Electropherogram of genomic DNA from untreated HepG2 cells or cells treated with 5-aza-dC; DNA was extracted and digested with *Rsa I *+ *Hpa II *and subjected to PCR using primers that flank the endogenously methylated *Hpa II *site at bp -2916 upstream of the *ADH1B *gene. (B) Quantitation of the PCR products produced in (A) using 2 X PicoGreen^® ^and an ABI PRISM^® ^7700 Sequence Detection System. The order of the quantitation is the same as the order of the PCR products seen in (A).

**Figure 2:**
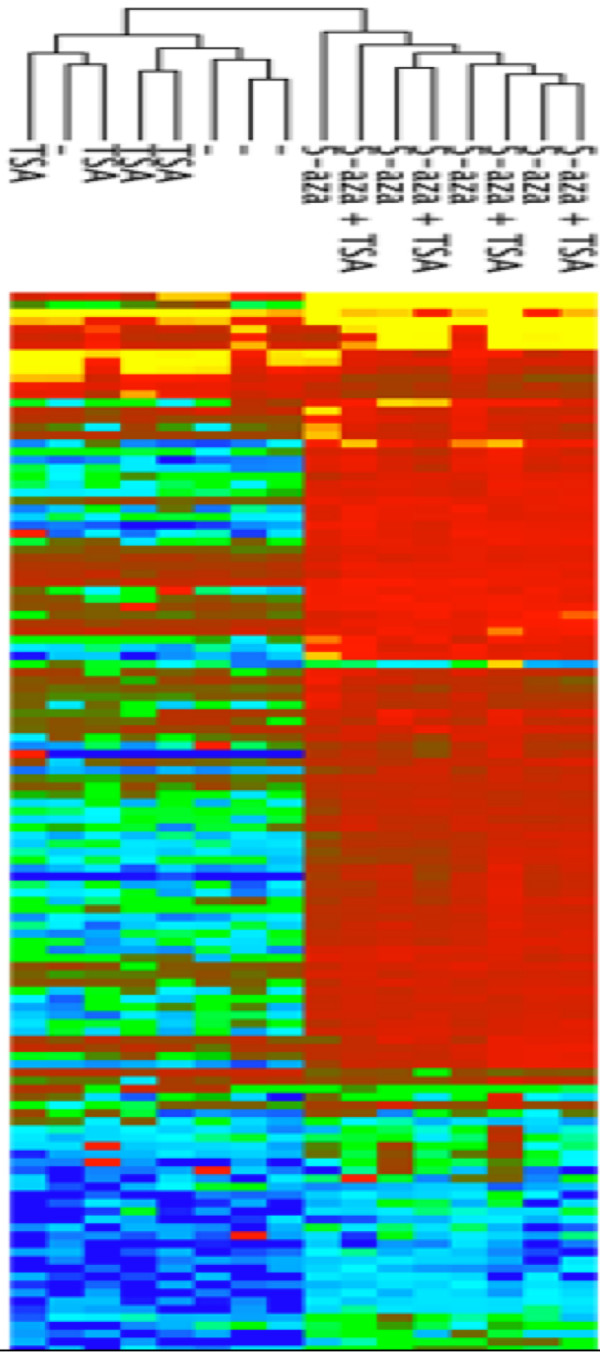
**Hierarchical cluster analysis of genes that vary across the experiment**. Genes that varied across the experiment (CV ≥ 0.6) were selected and clustered [75] based upon Euclidean distance. Colors represent differences from the median expression of the gene across different conditions: the top 5% are yellow, then in declining order from red to green (median), then progressively more blue (below median) to blue (bottom 5%).

**Table 1:** Number of probe sets changed by different treatments

**p-/values**^**1**^	**5-aza-dC**	**TSA**	**5-aza-dC and TSA**
**0.05**	3974 (.326)^2^	2161 (.569)	4927 (.257)
**0.01**	1504 (.172)	535 (.460)	1929 (.132)
**0.001**	346 (.075)	55 (.455)	468 (.053)
**0.0001**	73 (.041)	10 (.200)	126 (.024)

^1^Based on Welch's *t*-test log(signal).

^2^Number and (FDR) of probe sets significant at each p-value.

**Table 2:** Genes re-expressed by 5-aza-dC and TSA, but not by either drug alone

Gene Symbol	Unigene	Affymetrix ID	Fold Change	p-value	Control Signal	5-aza-dC + TSA Signal	5-aza-dC Signal	Description
CHGA	Hs.150793	204697_s_at	3.03	0.012	214	648	214	Chromogranin A (parathyroid secretory protein 1)
TKTL1	Hs.102866	214183_s_at	57.92	0.00004	49	2809	1276	Transketolase-like 1
BG1	Hs.250616	206465_at	6.16	0.00007	172	1057	630	Lipidosin
-	Hs.399852	1559213_at	43.98	0.0003	19	842	193	IMAGE:5394246, mRNA

**Table 3:** Groups of genes involved in liver processes that are affected by 5-aza-dC.

**Gene Symbol**	**Unigene**	**Affymetrix ID**	**Fold Change**	**p-value**	**FDR**	**Control Signal**	**5-aza-dC Signal**	**Description**
**Xenobiotic Metabolism**								
ABHD6^	Hs.476454	221552_at	1.82	0.00394	0.12238	634	1151	Abhydrolase domain containing 6
AKR1C1^	Hs.460260	1555854_at	2.92	0.00027	0.04452	345	1007	Aldo-keto reductase family 1, member C2 (dihydrodiol dehydrogenase 2; bile acid binding protein; 3-a
CYP3A4^	Hs.442527	205999_x_at	1.78	0.01792	0.21785	370	660	Cytochrome P450, family 3, subfamily A, polypeptide 4
CYP3A5^	Hs.150276	214234_s_at	2.53	0.00159	0.08806	968	2447	Cytochrome P450, family 3, subfamily A, polypeptide 5
CYP3A7^	Hs.111944	211843_x_at	4.11	0.00387	0.12175	515	2120	Cytochrome P450, family 3, subfamily A, polypeptide 7
HAMP^	Hs.8821	220491_at	2.34	0.01066	0.17693	1076	2512	Hepcidin antimicrobial peptide
UGT1A6^	Hs.546397	215125_s_at	2.73	0.00318	0.11285	143	389	UDP glycosyltransferase 1 family, polypeptide A9
UGT2B15^	Hs.150207	207392_x_at	1.79	0.01965	0.22477	323	577	UDP glycosyltransferase 2 family, polypeptide B15
UGT2B28	Hs.137585	211682_x_at	-2.69	0.00131	0.08111	11036	4109	UDP glycosyltransferase 2 family, polypeptide B28
**Steroid Biosynthesis**								
CYP17A1	Hs.438016	205502_at	1.92	0.00208	0.09647	325	622	Cytochrome P450, family 17, subfamily A, polypeptide 1
CYP19A1^	Hs.511367	203475_at	2.43	0.00356	0.11831	470	1144	Cytochrome P450, family 19, subfamily A, polypeptide 1
CYP51A1^	Hs.417077	202314_at	-1.31	0.00975	0.17073	11672	8910	Cytochrome P450, family 51, subfamily A, polypeptide 1
DHCR7^	Hs.503134	201791_s_at	-1.4	0.02202	0.23665	3628	2588	7-dehydrocholesterol reductase
FDFT1^	Hs.546253	208647_at	-1.37	0.00820	0.16076	24377	17858	Farnesyl-diphosphate farnesyltransferase 1
FDXR^	Hs.69745	207813_s_at	2.31	0.00046	0.05618	2066	4764	Ferredoxin reductase
HMGCR^	Hs.11899	202539_s_at	-1.34	0.03567	0.28427	10570	7864	3-hydroxy-3-methylglutaryl-Coenzyme A reductase
HSD17B1^	Hs.500159	205829_at	6.02	0.00853	0.16330	157	944	Hydroxysteroid (17-beta) dehydrogenase 1
HSD17B2^	Hs.162795	204818_at	2.68	0.00198	0.09502	1818	4869	Hydroxysteroid (17-beta) dehydrogenase 2
LSS^	Hs.517366	202245_at	-1.32	0.00717	0.15151	5751	4356	Lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase)
PMVK	Hs.30954	203515_s_at	1.6	0.00661	0.14527	1046	1674	Phosphomevalonate kinase
RODH^	Hs.524513	37512_at	3.67	0.00046	0.05648	173	634	3-hydroxysteroid epimerase
SC5DL^	Hs.287749	211423_s_at	-1.19	0.01127	0.18081	10122	8494	Sterol-C5-desaturase (ERG3 delta-5-desaturase homolog, fungal)-like
SQLE^	Hs.71465	209218_at	-1.32	0.00603	0.14008	16131	12229	Squalene epoxidase
STARD4^	Hs.93842	226390_at	-1.22	0.01833	0.21953	4385	3593	START domain containing 4, sterol regulated
								
**CCAAT element binding proteins**								
CEBPA*^	Hs.76171	204039_at	1.69	0.00049	0.04052	3106	5262	CCAAT/enhancer binding protein (C/EBP), alpha
CEBPB^	Hs.517106	212501_at	-1.95	0.01864	0.22082	28789	14762	CCAAT/enhancer binding protein (C/EBP), beta
CEBPG^	Hs.429666	225527_at	-2.15	0.04308	0.30614	3734	1741	CCAAT/enhancer binding protein (C/EBP), gamma
CEBPZ*^	Hs.135406	203341_at	-1.34	0.00286	0.08197	4880	3655	CCAAT/enhancer binding protein zeta
CUTL1*^	Hs.438974	214743_at	-1.57	0.00957	0.1289	1672	1067	Cut-like 1, CCAAT displacement protein (Drosophila)
NFIC*^	Hs.170131	226895_at	1.23	0.01727	0.16248	1452	1786	Nuclear factor I/C (CCAAT-binding transcription factor)
NFYC^	Hs.233458	202215_s_at	1.38	0.01163	0.18301	1612	2228	Nuclear transcription factor Y, gamma

* = Genes that are only significantly affected by both 5-aza-dC and TSA.

^ = Expressed in fetal and/or adult liver.

**Table 4:** Validation of fold-changes from microarray analyses by real-time RT-PCR

		**5-aza-dC**		**TSA**		**5-aza-dC and TSA**	
	**Control**	**Array**^**1**^	**RT-PCR**^**1**^	**Array**	**RT-PCR**	**Array**	**RT-PCR**
***CDK10***^**3**^	300*	3.5 (.00013)	8.3 (.00000)	NT^2^	NT	3.8 (.00001)	7.2 (.00000)
***CEBPA***^**3**^	3106	NT	NT	1.43 (.0038)	4.16 (.004)	1.7 (.00049)	10.4 (.00000)
***CEBPB***^**3**^	28789	-2.0 (.019)	-2.6 (.0008)	NT	NT	-2.0 (.019)	-3.5 (.00009)
***CYP3A7***^**3**^	515*	4.0 (.0043)	11 (.00000)	NT	NT	4.3 (.0043)	8.0 (.00000)
***GSTP1***^**3**^	367**	8.5 (.00014)	18200 (.00000)	NT	NT	12 (.00005)	107000 (.00000)
***H19***^**3**^	255	156 (.00000)	5080 (.00000)	NT	NT	141 (.00000)	330 (.00000)
***NNAT***	205*	8.0 (.0073)	38 (.00000)	NT	NT	10.8 (.0053)	33 (.00000)
***PKIB***	464*	7.4 (.0029)	70 (.00000)	NT	NT	6.6 (.0013)	35 (.00000)
***S100A4***^**3**^	281*	8.8 (.0012)	27 (.00000)	3.0 (.00039)	4.9 (.00000)	8.2 (.00018)	11 (.00000)
***TSPY1***	11*	96 (.00002)	532 (.00000)	NT	NT	153 (.00000)	1290 (.00000)

*: Called "Absent" on all 4 control arrays; **: called "Absent" on 3 of 4 control arrays

^1^The fold-change for either the microarray analyses or real-time RT-PCR assays (relative fold-change). P-values (Welch's *t*-test) are shown in parentheses.

^2^NT = not tested, because it was not significantly affected in the microarray analyses.

^3^Expression is observed in the fetal liver.

**Table 5:** Primer sequences

**Primers**	**Sequences**
HE1741	CCAGGGATTAGGAGTGGACC
HE1742	GGAGGGGAAGAGCAGTTGTC
HE2251	GATTGGACCTCATTACATAAGGG
HE2252	TCTTTTGGGGTTAGCAAGTTG
HE2261	AGGGTTGTGTGAAGACAGCG
HE2262	TTGTTGCGGTGGTGGGGAAAG
HE2245	GGACCCTCAGCCTTGTTTG
HE2246	AACCCCCCTCACCTCATTGG
HE2255	TGTCCAAACCAACCGCAC
HE2256	AACAGCAACAAGCCCGTAG
HE2253	CCTGATGTCCAGCAGAAAGTGC
HE2254	GTTAGAAGAAGTCCTCCAAAGCG
HE2219	TACCAGTCCAATACCATCCTGCG
HE2220	TGCCTTCACATAGTCATCCTTGC
HE2241	ACTGGTTGGAGTTGTGGAGACG
HE2242	TGGAATGCTTGAAGGCTGCTC
HE2369	AATCAAAACACCGCACCAG
HE2370	ATCAGTGAGGGGCAAGGGGGGTTC
HE2243	CAGACGGAACCTCAGATTTGCC
HE2244	CAGTGCGATTTGGAAGTAACCTG
HE2265	GCAAAGAGGGTGACAAGTTCAAGC
HE2266	GCCAGGGTGGAAAAAAAAAAGTGC
HE2249	CTCTGACCACAACTTCGCAG
HE2250	CCACATTTACCCCCTCTTCC
HE3106	CTACCCCGAGGAGAAGAAAGAG
HE3107	CTGTGTTCAGAGAAGGAATCGTC

**Table 6:** Real-time RT-PCR products. Positions are relative to the translational start site.

**Gene**	**Accession_No.**	**Position**	**Primer pair**
*CDK10*	NM_003674.2	+436 to +946	HE2261/62
*CEBPA*	NM_004364.2	+1900 to +2254	HE2245/46
*CEBPB*	NM_005194.2	+1216 to +1483	HE2255/56
*CHGA*	NM_001275	+1629 to +2146	HE3106/07
*CYP3A7*	NM_000765.2	+972 to +1453	HE2253/54
*GSTP1*	NM_000852.2	+189 to +365	HE2219/20
*H19*	BC_053637	+1342 to +1546	HE2241/42
*NNAT*	NM_005386	+613 to +967	HE2369/70
*PKIB*	NM_181795.1	+115 to +454	HE2243/44
*S100A4*	NM_002961	+61 to +387	HE2265/66
*TSPY1*	NM_003308.2	+782 to +1080	HE2249/50

How the deposited data were processed for this re-analysis (not part of the article)

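RNA of HepG2 cells was measured on 16 Affymetrix HG-U133 Plus 2.0 arrays, 4 for each of 4 conditions: untreated, 2.5 μM 5-aza-dC for 4 days, 500 nM TSA for 24 h, and both drugs. The paper states that each array holds RNA of an independent dish and that all dishes were seeded and harvested together. The spread between arrays is therefore a spread between dishes of 1 experiment. The condition and replicate number of each array come from the deposited sample labels. The paper gives DMSO for untreated cells and TRIzol extraction before the RNeasy kit, while the labels give no treatment and the RNeasy kit alone.

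The authors summarized probe intensities into MAS5 signals scaled to 1000, and the signals were used as deposited. The deposited table holds these signals on a linear scale for 54675 probe sets, with no detection calls, and the trimmed mean of each array is close to that target. Signals were taken on the log2 scale, with no pseudocount and no further normalization. The present-call filter of the paper could not be applied. The number of probe sets that it left was inferred from the numbers and false discovery rates in Table 1 at a p of 0.01. That number, 25463 probe sets, was kept, ranked by the second highest signal in the condition where it is highest. The lowest such signal, 426, is the floor used in place of detection calls. On each array 39.5% to 41.5% of all probe sets reach it. Of the probe sets kept, 21000 are named by 1 gene, 1073 by several genes and 3390 by none in the annotation used, with current gene symbols. Older symbols were brought up to date through the gene identifier.

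Log2 signals were fitted with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 4 conditions (12 residual and 3.14 prior degrees of freedom). The comparisons were each treatment against untreated cells, both drugs against 5-aza-dC, both drugs against TSA, and the interaction of the drugs. Adjusted p-values (Benjamini and Hochberg) under 0.05 count as calls. The t-test of the paper's methods was run as Welch's test on log signals. Where all 4 arrays of a condition lie below the floor, that condition was set to the floor and the fold is given as a lower bound. No fold is given when both conditions lie below it. A probe set rises above the floor when all 4 untreated arrays lie below it and all 4 treated arrays above it, with a p of 0.05 or less in the methods' t-test. Falls are counted in reverse. A probe set counts as rising with both drugs only when it rises with neither drug alone, has a p under 0.05 against 5-aza-dC and reaches the floor on a share of arrays higher by at least 0.5. Clustering used Euclidean distances and average linkage on log2 signals of probe sets with a coefficient of variation of 0.6 or more.

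Groups of genes were 29 lists written beforehand, with 619 genes, of which 420 were measured. Each gene was represented by the kept probe set with the highest mean that names it alone. Lists were tested with camera at a preset correlation of 0.01 over 11837 genes, adjusted over all lists and the 3 treatments, and again with an estimated correlation and with fry. A gene silent in untreated cells is measured only if it is expressed in another condition, which favors genes that rose. Lists on imprinting, germline genes, liver metabolism and CCAAT element binding hold genes that the paper names from the same arrays.

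Named genes were chosen by a fixed rule. It takes each gene that the paper names in its text and tables, whose values there had been seen. It adds, for each treatment, the 10 highest and 10 lowest calls with 1 gene whose 4 arrays lie wholly beyond the untreated ones, up to 4 called members of each list by size of change, and the extremes of the other comparisons. It also adds the first 10 genes that rise above the floor. Other genes named in a passage are members of a list or are said to have been chosen after their values were seen.

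Alternatives were run 1 at a time. They were the methods' t-test, no filter, a stricter filter, a filter by mean signal, quantile normalization, centring on the median, a pseudocount of 100, an intensity trend, only the 2 conditions compared, the replicate number as a block, and leaving out each array. A block of replicates 1 and 2 against 3 and 4 was added after the arrays were seen to part in this way within conditions. On the second principal component, replicates 1 and 2 lie above 3 and 4 in each of the 4 conditions. The gap is uneven. Control replicate 4 (15.48) lies near control replicates 1 and 2 (25.51 and 25.82). With both drugs, replicate 2 (-10.3) lies nearer to replicate 3 (-23.45) than to replicate 1 (15.58). Other divisions of the arrays into groups of the same sizes were counted, all 35 for comparisons of 8 arrays and 100 drawn at random for the interaction. The fit was tested on simulated data with 50 probe sets changed at each size. For 5-aza-dC it found 19 at 1.5-fold, 33 at 2-fold and 46 at 4-fold, and called 7 of 25263 probe sets with no change. For TSA it found 13, 33 and 48, and called 5.

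Supplementary tables were not compared as sets, since the first holds part of its list and the second lists fewer entries than the paper's number of probe sets. Real-time PCR, methylation-sensitive PCR and CpG islands are not part of the deposited data, and the relaxed definition of re-expression needs detection calls. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.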

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

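The tests of a daily change of medium, of the spread between replicates 1 and 2 and replicates 3 and 4, of RNA degradation and of RNA from outside exons were chosen only after the results were seen.

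On the first principal component, TSA replicate 1 lies at -43.46, apart from the other TSA arrays at -36.26 to -35.58. It is the 1 sample among 24 groups of 4 values whose gap to the rest is this large for the range of its group. Chance gives about 1 such sample in 20 groups.

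For 3 gene lists the effect of TSA differs with 5-aza-dC in a test of the interaction (camera). Replication-independent and linker histones have a median log2 interaction of 0.429, positive for 12 of 12 genes (adjusted p = 0.00174, and 0.267 with an estimated correlation). Adult hepatocyte enzymes have -0.206, positive for 3 of 15 (0.0106, and 0.339 with an estimated correlation). Their call is lost without 5-aza-dC replicate 3 (0.0632). Metallothioneins have -0.398, positive for 0 of 6 (0.0301, and 0.728 with an estimated correlation). Their call is lost without any 1 of 8 arrays, control replicates 1 and 2, 5-aza-dC replicates 1 and 3, TSA replicates 3 and 4, and replicates 1 and 3 with both drugs (0.0751 to 0.243). With fry or an estimated correlation, 0 lists pass for the interaction, against 3 with camera.

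Among genes that the paper does not discuss, 8 lists shifted with 5-aza-dC against untreated cells (camera) and also with both drugs against TSA, which share no array with the first comparison. Members passing in limma are given as rose and fell. In lists with silent genes, such as immune cell markers, the signal filter favors members that rose. Immune cell markers have a median log2 fold change of 1.306, or 0.98 with silent genes at the floor (5 of 9 rose and 1 fell, CD14 and FCER1G among those that rose; adjusted p = 2.13e-04, and 0.0166 with an estimated correlation). Actin cytoskeleton genes have 0.61 (9 of 19 rose, such as S100A6 and ANXA2; 1.11e-06, and 0.113 with an estimated correlation). This list holds S100A4, which the paper names. Replication-independent and linker histones have 0.399 (4 of 12 rose, such as H2BC12 and H2AJ; 0.0215, and 0.25 with an estimated correlation). Targets of p53 have 0.376 (7 of 23 rose, such as CDKN1A with a log2 fold change of 1.13 and DDB2 with 1.49; 2.54e-04, and 0.0834 with an estimated correlation). Genes often methylated in tumours have 0.223 (7 of 17 rose, such as TFPI2 and CDH1; 6.26e-04, and 0.0204 with an estimated correlation). This list holds GSTP1, which the paper names.

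For 2 of these lists the call depends on single arrays. Genes of MHC class I antigen presentation have a median of 0.267 (3 of 15 rose; adjusted p = 0.0313, and 0.478 with an estimated correlation). Their call is lost without any 1 of control replicates 1 and 2 and 5-aza-dC replicate 4 (0.0542 to 0.111). Interferon response genes have 0.129 (5 of 20 rose, such as IRF7 and TRIM22; 0.0313, and 0.287 with an estimated correlation). Their call is lost without 5-aza-dC replicate 3 (0.0904) or 4 (0.0659). Genes of the amino acid and ER stress response have -0.389 (6 of 16 fell and ATF5 rose; 0.00169, and 0.292 with an estimated correlation), and their call holds without any single array.

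The lower amino acid and ER stress response after 5-aza-dC was weighed first. Without any 1 of the 8 arrays the median of the list stays at -0.364 or lower, which argues against a single array as the source. Untreated dishes still varied widely. On control replicate 3, ASNS was 5021.2 and SLC7A11 3448.7, against 13663 to 19362 and 10691 to 14256 on the other untreated arrays. The cause of this spread was not tested. It is -0.385 within replicates 1 and 2 and -0.501 within 3 and 4, which argues against a difference between these sets of arrays. The paper states that medium and drug were replaced every 24 h on the 5-aza-dC dishes and does not say so of the others, and for both drugs against TSA the median is -0.29. With TSA alone, where no daily change is described, the list was lower too (camera, adjusted p = 0.00519, 0.371 with an estimated correlation and 0.0611 without control replicate 4). For 5-aza-dC, a response to fresh medium and an effect of the drug still cannot be told apart. No dish is described as given fresh medium without the drug.

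The low number of probe sets called for TSA was weighed second. With replicates 1 and 2 against 3 and 4 as a block, limma called 41 for TSA and 2420 for 5-aza-dC. Without the block it called 12 for TSA. The spread between these sets of arrays can therefore account for part of the low number. That 41 stays far below 2420 argues against this spread as the only source. Of 35 divisions of the untreated and TSA arrays, 5 reach the correlation of 0.245 between the effects of TSA without and with 5-aza-dC, the real one included, and the highest other gives 0.2973. Divisions that part replicates 1 and 2 from 3 and 4 are among the 35 and may reach it through that difference. This correlation therefore decides nothing about which arrays had TSA. S100A4 lies at 596.7 to 1005 on the TSA arrays and at 202.7 to 315.9 on the untreated ones. CEBPA lies at 3941.8 to 5187.7 and at 2606.4 to 3299.1. The paper's RT-PCR on the same RNA also gives a rise of both genes with TSA. For these 2 genes, this argues against an exchange of all or some of the arrays. The paper chose both genes from these arrays, and neither passes in limma with TSA. A weak response to TSA stays open, as it was not tested by another dose or time.

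The division between replicates 1 and 2 and replicates 3 and 4 was weighed last. The mean difference in the log2 ratio of 3' to 5' ACTB signal is 0.088 (exact permutation p = 0.122, 1296 permutations). It is 0.316 with 5-aza-dC and -0.028 with both drugs, so RNA degradation and another source cannot be told apart with 2 arrays per condition on each side. Probe sets with no gene name make up 45.3% of the 1057 that are higher in replicates 1 and 2 and 8.75% of the 343 that are higher in 3 and 4, an odds ratio of 8.63 (95% interval 5.8 to 13.3). RNA from outside annotated exons, such as unspliced RNA or DNA, is a candidate explanation, found and tested on the same arrays. The labels give no batch, and no biological explanation was tested.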

How the results depend on the processing

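The block of replicates 1 and 2 against 3 and 4 was added only after the arrays were seen. Where a value moved, the cause was not tested, except that fewer arrays or more probe sets tested make adjusted p-values larger.

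Calls by limma were 1967 for 5-aza-dC, 12 for TSA, 2358 for both drugs and 1590 for both drugs against TSA. The methods' t-test, which estimates the spread of each condition from its own 4 arrays, gave 222, 0, 488 and 449. With no filter they were 1211, 0, 1426 and 979. With only the 2 conditions fitted, 5-aza-dC had 1047 calls. TSA had 25 with the stricter filter and 41 with the added block. Other settings stayed within 1.5 times these counts: 1576 to 2420 for 5-aza-dC, 8 to 18 for TSA, 1850 to 3069 for both drugs and 1294 to 2070 for both drugs against TSA.

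With 1 array left out, calls ranged from 1368 to 1954 for 5-aza-dC and from 0 to 22 for TSA (0 without TSA replicate 3, where the unadjusted count in the full fit is 2485, 2 and 6 without control replicates 2 and 1, 4 without TSA replicate 2 and 22 without control replicate 3). They ranged from 1491 to 2361 for both drugs (1491 without replicate 4 and 1557 without replicate 3 with both drugs, 1529 without control replicate 1). For both drugs against TSA they ranged from 1027 (without replicate 3 with both drugs; 1056 without TSA replicate 1) to 1260.

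Both drugs against 5-aza-dC gave 0 calls by limma (1760 at an unadjusted p under 0.05) and 0 by the t-test, 1 with a pseudocount of 100, and 0 to 1 with 1 array left out (1 without 5-aza-dC replicate 4 or replicate 1 with both drugs). The interaction gave 0 calls by limma (1242 unadjusted), 1 with the replicate number as a block, and 0 to 5 with 1 array left out (5 without control replicate 4, 2 without control replicate 3, 5-aza-dC replicate 1 or 4, and 1 without replicate 2 with both drugs). Whether the replicate numbers pair the arrays is open. Of 24 same-number pairs 13 correlate above 0.1, and 9 of 16 arrays correlate best with an array of their own number. The median r is 0.154 for same-number pairs and -0.061 for other pairs. It is 0.12 for pairs within replicates 1 and 2 or within 3 and 4, so that division may account for part of it.

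Numbers crossing the floor depend on it. At 2 times the floor, rises were 154 with 5-aza-dC, 13 with TSA and 205 with both drugs, against 274, 24 and 310, and falls with 5-aza-dC 38 against 24. At 0.5 times the floor, falls with both drugs were 32 against 55. With 1 array left out, rises were 267 to 345 with 5-aza-dC, 25 to 43 with TSA (43 without TSA replicate 1, 41 without control replicate 3, 40 without TSA replicate 2) and 301 to 375 with both drugs. Falls were 32 to 55 with 5-aza-dC (55 without control replicate 3, 45 without control replicate 4, 38 to 48 without any 5-aza-dC array), 28 to 74 with TSA (74 without control replicate 3, 40 without control replicate 4, 31 to 34 without TSA replicate 1, 2 or 4) and 57 to 123 with both drugs (123 without control replicate 3). The 14 that rise with both drugs only were 8 and 12 at 0.5 and 2 times the floor and 13 with quantile normalization.

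No array was out of place by 5-aza-dC in the clustering, with any 1 array left out or in 4 of 5 other settings. On linear signals 7 were. The correlation of the 5-aza-dC effects was 0.7856, and 0.4042 with no filter, 0.8453 with the stricter filter, 0.7123 with the filter by mean signal and 0.7557 to 0.7926 with 1 array left out. That of the TSA effects was 0.245, and 0.0737 with no filter, 0.3291 with the stricter filter and 0.1728 to 0.2878 with 1 array left out.

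With an estimated correlation, lists passing went from 13 to 4 for 5-aza-dC, 6 to 0 for TSA, 17 to 2 for both drugs, 11 to 5 for both drugs against TSA, 4 to 0 for both drugs against 5-aza-dC and 3 to 0 for the interaction. With fry, TSA had 2, both drugs against 5-aza-dC 1 and the interaction 0. Quantile normalization gave 8 for both drugs against 5-aza-dC, and the replicate block 5 for the interaction. With 1 array left out the ranges were 11 to 14, 4 to 7, 16 to 17, 11 to 13, 2 to 6 (2 without replicate 2 with both drugs) and 1 to 5 (1 without 5-aza-dC replicate 3, 5 without control replicate 2 or 3). For both drugs against 5-aza-dC, the median of hepatocyte secreted proteins reversed from 0.09 to -0.087 with quantile normalization.

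For named genes, 3139 values under other settings kept their direction and side of the threshold, 286 fell short of it, 33 newly passed and 0 reversed. With 1 array left out the numbers were 2626, 267, 11 and 0. Of 232 calls, 164 were lost with the t-test, 64 with no filter, 35 with only 2 conditions and at most 7 in each other setting that leaves out no array. With 1 array left out, up to 46 were lost. These were 46 without control replicate 1, 46 without control replicate 2, 32 without control replicate 4 and 21 without replicate 4 with both drugs. Signals below the floor limit all folds of silent genes to lower bounds.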

Differences from the paper's values

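The values compared number 142, and 16 differ. All 64 mean signals are within 1 of the printed ones, and 52 of 54 array folds are within 3% of them. No test here was chosen because it comes closer to the paper. Of the settings chosen before the data were examined, the methods' t-test gives counts within 1.5 times the paper's for each of its thresholds and for increases and decreases.

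At an unadjusted p of 0.01, the paper gives 1504 probe sets for 5-aza-dC and limma 2835. The difference closes with the methods' t-test (1543), the stricter filter (1888) and only the 2 conditions (2074), and with no other setting. For both drugs the paper gives 1929 and limma 3163. It closes with the t-test (2024), the stricter filter (2051), only the 2 conditions (2877), and without control replicate 1 (2488), 2 (2587) or 4 (2834) or replicate 2 (2840), 3 (2551) or 4 (2440) with both drugs, and with no other.

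At 0.001 the paper gives 346 for 5-aza-dC, 55 for TSA and 468 for both drugs, and limma 1224, 136 and 1368. At 1e-04 the paper gives 73, 10 and 126, and limma 589, 27 and 639. The methods' t-test gives 358, 50 and 498, and 84, 10 and 130, and closes each. For TSA only the 2 conditions (74 and 15) also closes both, as does leaving out TSA replicate 3 at 0.001 (80.0) and TSA replicate 2 at 1e-04 (15). All other settings still differ.

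For increases at 0.01 the paper gives 883 with 5-aza-dC and 1078 with both drugs, and limma 1666 and 1772. For 5-aza-dC the t-test (920.0) and the stricter filter (908) close this. For both drugs the t-test (1181), the stricter filter (996), the filter by mean signal (1543) and leaving out control replicate 1 (1513) or 2 (1551) or replicate 1 (1595), 3 (1470.0) or 4 (1456) with both drugs do. For decreases the paper gives 620 and 851, and limma 1169 and 1391. For 5-aza-dC the t-test (623), only the 2 conditions (727) and leaving out control replicate 1 (870.0) or 2 (897) or 5-aza-dC replicate 2 (926) close this. For both drugs the t-test (843), no filter (1262), the stricter filter (1055), only the 2 conditions (1195) and leaving out control replicate 1 (975), 2 (1036) or 4 (1141) or replicate 2 (1199), 3 (1081) or 4 (984) with both drugs do. The other settings still differ.

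For 3 values, and for a 4th in probe sets, no setting closes the difference. The paper gives 2 genes turned off by 5-aza-dC, and 24 probe sets fall below the floor here (29, 38, 30 and 27 at 0.5 and 2 times the floor, with quantile normalization and without the test, and 32 to 55 with 1 array left out). The paper gives 4 genes turned on by both drugs only, and 14 probe sets follow the rule here (8, 12, 13 and 15 in the same order). The rule here uses a signal floor and the paper's uses detection calls. The paper gives 355 genes with a coefficient of variation of 0.6 or more, and 407 genes named singly have it here, within 1.5 times the paper's number. In probe sets the number is 631, which differs (573 to 669 with 1 array left out, and 25463 without the threshold). For IGF2 with 5-aza-dC the paper gives a fold of -4.2, and the same probe set gives -1.5 (ratio of means; -1.5 with quantile normalization, -1.53 with arrays centred, and -1.78 to -1.21 with 1 array left out). The other IGF2 probe sets give -1.38 and -1.54. With both drugs the same probe set gives -4.2.

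Some genes that the paper lists as changed at an unadjusted p do not pass in limma after adjustment. With 5-aza-dC, CYP3A4 (adjusted p = 0.224) and IGF2 (0.519) pass in no setting run. CYP17A1 (0.143) passes with only the 2 conditions (0.022). CEBPB (0.0546) passes with the stricter filter, arrays centred, a pseudocount of 100, an intensity trend and the replicate block (0.0287 to 0.0449), and without control replicate 3 (0.0288) or 5-aza-dC replicate 1 (0.0455). DHCR7 (0.0913), STARD4 (0.146), CYP51A1 (0.0871), SC5D (0.11) and UGT2B15 (0.174) pass in no setting run. SQLE (0.0523) passes with the stricter filter, a pseudocount of 100 and an intensity trend (lowest 0.0224), and without control replicate 4 (0.0481). UGT1A6 (0.052) passes with a pseudocount of 100, only the 2 conditions and the replicate block, and without 5-aza-dC replicate 1 (0.042).

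With both drugs, CYP3A4 (adjusted p = 0.235) passes with only the 2 conditions (0.0406). CYP17A1 (0.0654) passes with the t-test (0.031), a pseudocount of 100 (0.0265) and only the 2 conditions (0.0033). CEBPA (0.0505) passes with the t-test (0.038), the stricter filter, quantile normalization, arrays centred, a pseudocount of 100, an intensity trend, only the 2 conditions and the replicate block (0.0102 to 0.049). CEBPZ (0.0607) passes with the stricter filter (0.0352) and with an intensity trend, and NFIC (0.377) in no setting run.

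With TSA, CEBPA (adjusted p = 0.491) passes in no setting run, and S100A4 (0.0968) passes with the stricter filter (0.0487). For both drugs against 5-aza-dC, CHGA (0.29) passes without replicate 1 with both drugs (0.00918), and TKTL1, ACSBG1 and LINC01419 (0.706 each) pass in no setting run.

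The paper describes CYP19A1 as silent before 5-aza-dC. Here the highest untreated array reaches a signal of 630.4, above the floor.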

Other observations

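The values within replicates 1 and 2 and within replicates 3 and 4 were computed only later. By then the arrays of each condition had been seen to part in this way, control replicate 4 only by a small gap.

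Other divisions of the same arrays were fitted in the same way, 35 for each pair of conditions with the real one included. For 5-aza-dC the real division called 1967 probe sets and the highest other 329, so 1 of 35 is as large. For both drugs the real number is 2358 and the highest other 1, and for both drugs against TSA 1590 and 1. In both of these comparisons 1 division is as large. A share of 1 in 35 is the smallest possible and does not by itself exclude chance. Real numbers this far above all others argue against it for these comparisons and for 5-aza-dC. For TSA the numbers are 12 and 5, and 1 of 35 divisions is as large, the smallest share possible. For TSA this does not exclude chance, as 12 is not far above 5 and 35 divisions allow no smaller share. The TSA count is 0 by the methods' t-test and with no filter (2485 at an unadjusted p under 0.05 in limma). It is 6, 2 and 22 without control replicates 1, 2 and 3, and 4 and 0 without TSA replicates 2 and 3. For both drugs against 5-aza-dC the real number is 0 by limma (1760 at an unadjusted p under 0.05, 0 by the t-test) and the highest other 2. With a real number of 0 all 35 are as large by construction, so this comparison decides nothing about chance.

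The division that called 329 for 5-aza-dC sets replicates 1 and 2 of both conditions against 3 and 4, and so does the one that called 5 for TSA. The same division called 1 for both drugs, 0 for both drugs against 5-aza-dC and 0 for both drugs against TSA. For 5-aza-dC and TSA it points to a structure of the samples that the labels do not give. With this division as a block, 2420 probe sets are called for 5-aza-dC. Within replicates 1 and 2 and within 3 and 4 alone, limma called 508 and 430 for 5-aza-dC, 587 and 521 for both drugs, 489 and 396 for both drugs against TSA, and 5 and 0 for TSA (1939 and 2500 at an unadjusted p under 0.05). The effects in these 2 sets of arrays correlate with r = 0.668 for 5-aza-dC, 0.71 for both drugs and 0.171 for TSA.

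For the interaction, 100 divisions of the TSA labels within each 5-aza-dC status were drawn. The real one calls 0 by limma (1242 at an unadjusted p under 0.05) and the highest other 744. With a real number of 0 all 100 are as large by construction, so this decides nothing about chance. The division with 744 calls has 12 of 16 arrays on the side of their replicates 1 and 2 or 3 and 4, and the next highest division has 2. Its 8 arrays on one side have a mean of 19.7 on the second principal component and the other 8 a mean of -19.7. It points to a structure of the samples, the one along this component.

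With both drugs, cholesterol biosynthesis genes were lower. Of 18 measured, 2 rose and 5 fell in limma, among them DHCR7 (log2 fold change -0.69; adjusted p = 0.00803), LSS (-0.59; 0.00249) and STARD4 (-0.52; 0.00906). The list has a median of -0.295 (camera, adjusted p = 0.0113, 0.417 with an estimated correlation and 0.0614 without control replicate 3). The paper lists these 3 genes as lower with 5-aza-dC, where LSS alone of the list fell in limma (adjusted p = 0.0312). The call of LSS with 5-aza-dC is lost without any 1 of 7 of the 8 arrays, all but control replicate 1 (0.0537 to 0.0837).

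Adding TSA to 5-aza-dC shifted 4 lists up (camera), although limma called 0 single probe sets (1760 at an unadjusted p under 0.05, 0 by the t-test). Cell cycle genes have a median log2 fold change of 0.268, positive for 28 of 28 (adjusted p = 0.00202, and 0.694 with an estimated correlation). Neuroendocrine markers have 0.282, positive for 8 of 10, CHGA among them (0.0104, and 0.133 with an estimated correlation). Germline and cancer-testis genes have 0.414, positive for 18 of 18 (0.0104, 0.373 with an estimated correlation, 0.0523 without 5-aza-dC replicate 4 and 0.114 without replicate 2 with both drugs). Replication-independent and linker histones have 0.189, positive for 10 of 12 (0.0178, 0.362 with an estimated correlation, 0.0586 without 5-aza-dC replicate 4 and 0.13 without replicate 2 with both drugs).

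With TSA alone 4 more lists shifted beside cell cycle and cholesterol genes (camera), with 0 members called by limma. Metallothioneins have a median of 0.502 (adjusted p = 0.00301, 0.387 with an estimated correlation and 0.0565 without TSA replicate 3). Genes of the amino acid and ER stress response have -0.24 (0.00519, 0.371 with an estimated correlation and 0.0611 without control replicate 4). Adult hepatocyte enzymes have 0.224 (0.0215, 0.26 with an estimated correlation, 0.0547 without TSA replicate 3 and 0.0764 without TSA replicate 4). Y chromosome genes have -0.189 (0.0469, 0.209 with an estimated correlation), and their call is lost without any 1 of control replicates 1, 2 and 3 and TSA replicates 1, 2 and 4 (0.0538 to 0.138).

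HP, the human haptoglobin gene, rose with 5-aza-dC from 10116 ± 1690.5 to 19226 ± 3191 (signal, mean ± SD of 4 arrays; log2 fold change 0.92; limma, adjusted p = 0.00483). HAMP rose from 1076 ± 447 to 2512 ± 618 (1.27; 0.0298), and its call is lost without any 1 of control replicates 1, 2 and 4 and 5-aza-dC replicates 1 and 3 (0.065 to 0.087). ADH1B, whose upstream region the paper used to follow methylation, had 46.3 ± 18.7 in untreated cells and 119 ± 45.0 with 5-aza-dC, below the floor on all arrays.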
